# Genetic Deletion of the Transcriptional Repressor NFIL3 Enhances Axon Growth *In Vitro* but Not Axonal Repair *In Vivo*

**DOI:** 10.1371/journal.pone.0127163

**Published:** 2015-05-20

**Authors:** Loek R. van der Kallen, Ruben Eggers, Erich M. Ehlert, Joost Verhaagen, August B. Smit, Ronald E. van Kesteren

## Abstract

Axonal regeneration after injury requires the coordinated expression of genes in injured neurons. We previously showed that either reducing expression or blocking function of the transcriptional repressor NFIL3 activates transcription of regeneration-associated genes *Arg1* and *Gap43* and strongly promotes axon outgrowth *in vitro*. Here we tested whether genetic deletion or dominant-negative inhibition of NFIL3 could promote axon regeneration and functional recovery after peripheral nerve lesion *in vivo*. Contrary to our expectations, we observed no changes in the expression of regeneration-associated genes and a significant delay in functional recovery following genetic deletion of *Nfil3*. When NFIL3 function was inhibited specifically in dorsal root ganglia prior to sciatic nerve injury, we observed a decrease in regenerative axon growth into the distal nerve segment rather than an increase. Finally, we show that deletion of *Nfil3* changes sciatic nerve lesion-induced expression in dorsal root ganglia of genes that are not typically involved in regeneration, including several olfactory receptors and developmental transcription factors. Together our findings show that removal of NFIL3 *in vivo* does not recapitulate the regeneration-promoting effects that were previously observed *in vitro*, indicating that *in vivo* transcriptional control of regeneration is probably more complex and more robust against perturbation than *in vitro* data may suggest.

## Introduction

Successful regeneration of injured axons depends on sufficient extrinsic growth permissiveness and the capacity to activate a neuron-intrinsic gene program that supports axon extension [1–3]. The injured adult CNS is rich in inhibitory factors and injured CNS neurons have a low intrinsic capacity to initiate the regrowth of injured axons [4], in contrast to the PNS [5, 6]. Understanding the interaction between extrinsic growth permissiveness and intrinsic growth potential in the CNS and PNS may help to design new regeneration-promoting therapies that can be used to treat spinal cord injuries, stroke or neurodegenerative diseases [7].

Transcription factors have been put forward as interesting targets for promoting neuron-intrinsic growth properties because they are in principle able to alter the expression of multiple regeneration-associated genes simultaneously and in a coordinated fashion [8, 9]. Previous research for instance showed that neuronal expression of a constitutively active form of the transcription factor CREB can overcome inhibitory environmental constraints and promotes regeneration of lesioned dorsal column axons [10]. Recently we showed that either knockdown or functional inactivation of NFIL3, a transcription factor that is structurally related to CREB, significantly increases axon growth of cultured dorsal root ganglion (DRG) neurons *in vitro* [11]. NFIL3 and CREB are both basic leucine zipper (bZIP) transcription factors that share similar DNA binding domains. Using a combination of transcription factor knockdown or overexpression, luciferase reporter assays, gene expression analysis and chromatin immunoprecipitation we were able to show that CREB and NFIL3 form an incoherent transcriptional feed-forward loop (IFFL) that controls the expression of several regeneration-associated genes [11, 12]. IFFLs are a common transcription regulatory motif used to control both the timing and pulse-like expression of target genes [13, 14]. In DRG neurons, CREB activates regeneration-associated genes, whereas NFIL3, which itself is activated by CREB, acts as a feed-forward repressor of these same genes, thus providing precise temporal control over gene expression.

Our findings suggested that removal of NFIL3 might also increase CREB-mediated transcription and regenerative axon growth potential *in vivo*. To test this hypothesis we generated *Nfil3* knockout mice and quantified functional recovery and injury-induced gene expression following a lesion of the sciatic nerve. Contrary to our expectations we observed that deletion of *Nfil3 in vivo* did not alter the expression of regeneration-associated genes and caused a significant delay in functional recovery following sciatic nerve injury. In addition, dominant-negative inactivation of NFIL3 specifically in DRGs impaired regenerative.

## Materials and Methods

### Animals

Adult male Wistar rats or C57BL/6J mice were used in this study. All animals were individually housed at a 12 h light/dark cycle with ad libitum access to food and water. All animal experiments were approved by the animal ethics committees of the VU University Amsterdam and the Royal Academy of Arts and Science. All surgery was performed under Hypnorm/Dormicum anesthesia, and all efforts were made to minimize animal suffering.

### *Nfil3* knockout mice

*Nfil3* ^lox/lox^ mice were generated using homologous recombination in mouse embryonic stem cells and subsequent blastocyst injection of the appropriately targeted ES cells. The mouse chromosome 13 sequence (nucleotides 53,060,000–53,080,000) was retrieved from the Ensembl database and used as reference. The mouse RP23-12B19 BAC DNA was used for generating the homology arms and conditional region for the gene targeting vector, and for generating Southern blotting probes for confirming correct targeting. The 5’ homology arm (~5.5 kb), 3’ homology arm (~3.5 kb), and conditional region (~3.0 kb) were generated by PCR, cloned sequentially in the FtLoxNwCD vector and confirmed by restriction digestion and end-sequencing. The final vector was obtained by standard molecular cloning. In addition to the homology arms, the final vector also contained loxP sequences flanking the conditional KO region (~3.0 kb), a Neo expression cassette flanked by FRT sequences, and a DTA expression cassette. The final vector was confirmed by both restriction endonuclease digestion and by end sequencing. NotI was used to linearize the final vector prior to electroporation, and 30 μg of linearized vector DNA was electroporated into C57BL/6 ES cells and selected with 200 μg/ml G418. We selected 192 ES clones for PCR based screening and multiple potentially targeted ES clones were identified, expanded, and confirmed by Southern blot analysis to be correctly targeted and harboring a single Neo cassette insertion. Blastocyst injections were performed to create male chimeras for breeding with C57BL/6 wildtype females. To generate *Nfil3* null mice, heterozygous *Nfil3* ^lox/+^ mice were crossed with 129Cre mice expressing Cre-recombinase under the control of a human CMV promoter [15]. The 129Cre mice had been backcrossed to C57Bl/6J mice for at least 10 generations, and the colony of heterozygous *Nfil3* ^+/-^ mice was maintained by backcrossing to inbred C57Bl/6J mice (Charles River Laboratories, L’Arbresle, France) for more than 3 generations before experiments were performed. Male *Nfil3* ^-/-^ knockout mice (further referred to as *Nfil3* KO mice) and *Nfil3* ^+/+^ wildtype littermates (further referred to as WT mice) were used in all experiments.

### DRG neuron cultures and quantification of neurite growth

DRGs were dissected from E13-14 wildtype and *Nfil3* KO mouse embryos, transferred to a 3.5 cm dish (Greiner) containing isolation buffer (Hanks buffered saline solution containing 7 mM HEPES; both from Gibco) and kept on ice. After removal of the nerve roots and other associated tissues, DRGs were transferred to a 15 ml tube containing 4.5 ml isolation buffer 0.5 ml 2.5% trypsin (Gibco) was added and DRGs were incubated at 37°C for 15 min. After 15 min 125 **μ**l DNaseI (4 mg/ml; Roche) was added and DRGs were incubated at 37°C for another 15 min. After 15 min 5 ml DMEM containing 10% ES-FBS and 1% penicillin/streptavidin (all from Gibco) was added to inactivate the trypsin. The cell suspension was then centrifuged for 5 min at 1,000 rpm, the medium removed and cells resuspended in 1 ml culture medium [450 ml MEM (Gibco), 4.4 ml 45% D-(+)-glucose (Sigma), 5 ml GlutaMax (Gibco), 50 ml FBS (HyClone), 50 ng/ml nerve growth factor (Sigma; freshly added from 50 **μ**g/ml stock solution)]. Cells were plated in poly-L-lysine (Sigma)-coated 96-well plates at a seeding density of ~15,000 cells/well and incubated at 37°C/ 5% CO_2_. The following day the medium was replaced by Neurobasal medium [480 ml Neurobasal (Gibco), 4.4 ml 45% D-(+)-glucose (Sigma), 5 ml GlutaMax (Gibco), 10 ml B27 supplement (Gibco), 50 ng/ml nerve growth factor (Sigma; freshly added from 50 **μ**g/ml stock solution)]. Neurobasal medium was replaced every 3 days. Cells were fixed after 1, 5 or 8 days in culture, stained with anti-neurofilament (1:2000; Novus Biologicals, Littleton, CO) and neurite lengths were measured using the Simple Neurite Tracer plug-in in ImageJ (v1.48). Per time point per genotype 5 wells were analyzed.

### Expression constructs and virus production

DN-NFIL3 [11] was subcloned into the AAV-IRES-EGFP construct kindly provided by Dr. Dietmar Fischer (University of Ulm, Germany). As a control, an empty AAV-IRES-EGFP construct was used. AAV serotype 5 (AAV5; plasmid generously provided by Dr. Jurgen Kleinschmidt, University of Heidelberg, Germany) particles were produced and purified using an iodixanol cushion as previously described [16–18]. Viral vector stocks were stored at -80°C in Dulbecco’s phosphate buffered saline with MgCl_2_ and CaCl_2_ (Invitrogen) supplemented with 5% sucrose. Virus titers were determined by quantitative PCR and were typically 1-3x10^12^ genomic copies/ml.

### Rat surgical procedures

Adult male Wistar rats (180–220 g) were anesthetized with Hypnorm/Dormicum (0.08/0.02 ml/100 g I.M.). L4 and L5 DRGs were exposed and injected with 1 μl (1-3x10^9^ genomic copies) virus per DRG using a glass capillary pulled to a fine point and attached to a Hamilton syringe, at a speed of 0.2 μl/min [18]. After the injection the muscle layers were sealed with dissolvable sutures and the skin was closed with Michell-clips. Two weeks later the animals received a sciatic nerve crush. Animals were sedated with 1.8% isoflurane in 0.9 L/min medical compressed air. The sciatic nerve was exposed in the left hind leg and crushed by closing locking forceps with ribbed jaws for 30 sec. The crush site was marked by 10/0 ethilon surgical sutures in the epineurium and afterwards the skin was closed with Michell-clips. One week later animals were sedated with 1.8% isoflurane and the sciatic nerve was exposed again. At 1 cm distal to the crush site the sciatic nerve was transsected and the proximal end was submerged for 30 min in a small cup containing the retrograde tracer FastBlue. Also, part of the distal end of the sciatic nerve was removed for immunohistochemical analysis. Afterwards the nerve was washed to remove excess tracer and the muscle and skin were closed as before. One week later animals were anesthetized with Avertin (250 mg/kg I.P.) and perfused with saline followed by 4% paraformaldehyde (PFA) in saline. Injected DRGs were dissected, post-fixed overnight and transferred to a 25% sucrose solution overnight at 4°C. Tissue was embedded in Tissue-Tek, snap frozen in dry ice-cooled isopentane and stored at -80°C.

### DRG immunohistochemistry and analysis

DRGs were sectioned at 20 μm, post-fixed in 4% PFA, blocked in blocking buffer (PBS containing 1% BSA, 5% FCS and 0.3% Triton X-100) and stained with anti-βIII-tubulin (1:500; clone Tuj1; Covance, Berkeley, CA) and anti-GFP (1:4000; Abcam, Cambridge, UK), followed by donkey anti-mouse Alexa594 (1:400), biotinylated goat anti-rabbit (1:300) and streptavidin-Alexa488 (1:400). All sections were captured at fixed exposure settings using an Axioplan 2 fluorescence microscope (Zeiss, Sliedrecht, The Netherlands) and a 10x objective. Images were analyzed using a custom algorithm in Image-Pro Plus software (MediaCybernetics, Rockville, MD) as previously described [18]. The algorithm automatically identifies all DRG nuclei based on the Tuj1 staining, which specifically stains neuronal cytoplasm and leaves the nucleus unstained and visible as a dark round object. GFP and FastBlue intensities were then measured in a 4-pixel ring around the nucleus. Background intensity levels were measured in non-injected DRGs processed in the same way. Neurons showing >2-fold higher intensities than the mean background level of GFP or FastBlue were classified as transduced and traced neurons, respectively.

### Sciatic nerve immunohistochemistry and analysis

Sciatic nerves distal from the site of tracer treatment were removed, fixed in 4% PFA and sectioned at 20 μm. Sections were blocked in blocking buffer (PBS containing 1% BSA, 5% FCS and 0.3% Triton X-100) and stained with anti-neurofilament (2H3; 1:1000; Hybridoma Bank, University of Iowa, IA). Images were captured at fixed exposure settings using an Axioplan 2 fluorescence microscope and a 20x objective. Surface areas of the different nerve fascicles were calculated using Image-Pro Plus software. The area was then automatically segmented, and segments were randomly selected to sample a minimum of 40% of the total area. In each selected segment, all neurofilament positive axons were counted manually using a light cursor. The total number of regenerating axons was then calculated by multiplying the number of counted axons with the total fascicle area divided by the measured area. The observer was blind for the experimental condition both during image acquisition and image analysis. A two-tailed Student’s t-test was performed to test for significance and a *p*-value <0.05 was considered statistically significant.

### Mouse surgical procedures

Adult male mice were anesthetized with and I.P. injection of Hypnorm (0.1 mg/kg fentanyl citrate/3.3 mg/kg fluanisone HCl) and Dormicum (8.3 mg/kg Midazolam). The sciatic nerve was exposed in the left hind leg, transsected, and the nerve endings were subsequently coaptated using two 10/0 ethilon sutures and the skin was closed with Michell-clips. Throughout and after the operations mice were kept warm until they regained consciousness, and Temgesic (0.01 ml/100 g S.C.) was administered 1x per day until 3 days after the operations. After the experiment mice were sacrificed by CO_2_/O_2_ suffocation.

### Microarrays

L4 and L5 DRGs were dissected at day 2 and day 5 after sciatic nerve lesion and immediately frozen on dry ice. Control tissue was taken from the non-injured side. RNA was isolated using TRI Reagent (Molecular Research Center, Inc., Cincinnati, OH) according to the manufacturers guidelines. RNA quality control was performed using an RNA 6000 Nano chip (Agilent, Santa Clara, CA) on the Bioanalyzer (Agilent, Santa Clara, CA), and concentrations were determined with the Nanodrop ND1000 spectrophotometer (Thermo Fischer Scientific, Waltham, MA). RNA samples were amplified, labeled and hybridized to Agilent 4x44K whole mouse genome microarrays using standard Agilent protocols (Agilent). For each condition we used four independent replicates, two labeled with Cy3 and two with Cy5, and single-color intensities were used for further analyses. Arrays were scanned using an Agilent scanner and data were extracted using Agilent Feature Extraction software. Array data were further processed using the R-packages Bioconductor [19] and limma (Linear Models for Microarray Data) [20] for background correction (Edwards) and quantile normalization. For statistical analyses we used the two class unpaired time course approach implemented in SAMR (statistical analysis of microarrays) [21] and created a linear model with the factors time, genotype and time*genotype in limma [20]. Heat maps and hierarchical clusters were generated using gplots [22]. Transcription factor binding site overrepresentation analysis was performed using oPOSSUM 3.0 [23, 24] with the following settings: background genes: all genes present on the microarray, transcription factor profiles used: all vertebrate JASPAR CORE profiles with a minimum specificity of 8 bits, conservation cutoff: 0.4, matrix score threshold: 85%, sequence searched: 2000/0 bp upstream/downstream. Functional annotation clustering was performed using DAVID (Database for Annotation, Visualization and Integrated Discovery) 6.7 [25, 26] using the following settings: Kappa similarity overlap: 3, similarity threshold: 0.50, classification group membership: initial: 3, final: 3, multiple linkage threshold: 0.50. Enrichment thresholds: 1.0. For analysis of differential expression of groups of genes sharing the same ontologies, we first averaged expression values for genes that were measured by multiple probes using reshape2 [27] and plyr [28]. Data was then converted into ‘ExpressionSet’ format using Biobase [19], genes were annotated using the org.Mm.eg.db database [29], grouped into ontologies of similar biological process, molecular function, or cellular component (group-size between 10 and 500 genes), and tested for grouped differential expression using globaltest [30].

### Open field test

Animals were introduced into a corner of the white square open field box (50x50 cm, walls 35 cm high) illuminated with a single white fluorescent light bulb from above (200 lx), and exploration was tracked for 10 min (Viewer 2, GmbH, Bonn, Germany). Total distance moved was calculated using Viewer 2 (Biobserve GmbH, Bonn, Germany).

### Accelerating rotarod test

Motor function was evaluated using an accelerating rotarod (Roto-rod series 8, IITC Life Science, Woodland Hills, CA, USA). On day one, mice received two habituation trials of 120 s (acceleration of from 0 to 20 rpm in 120 s) followed by 3 training trials (acceleration of from 0 to 40 rpm in 180 s). On day 2, mice received 5 additional training trials. The maximum Rotation Per Minute (RPM) reached before falling off was the dependent measure.

### Narrow beam test

The narrow beam setup consisted of two platforms (30x30 cm), one exposed and one sheltered from light and containing bedding material, connected by a narrow beam (26 mm x 1 m) at 60 cm above the floor. Mice were trained 3x once per day to traverse the beam. After reaching the sheltered platform mice were allowed to stay there for 1 min before being placed back into the home cage. During crossing mice were filmed with a video camera and afterwards crossing time, paw slips, and total duration of hanging from the front paws (side-hanging) were scored. The observer was blinded for genotype and post-operation time. An error score was computed as follows: 1 point per paw slip, 5 points for 1–5 sec of side-hanging, 10 points for 5–15 sec of side-hanging, and 15 points for more than 15 sec of side-hanging. These values were chosen such that on average the maximum penalty for side-hanging was equal to the maximum penalty for paw slips. After the lesion, a narrower beam (12.5 mm) was mounted on top of the original beam to increase the difficulty of the task. Crossing performance was tested every 2–3 days for 1 month.

### Statistical analysis

Open field, rotarod and narrow beam data and were analyzed with repeated measures ANOVA We considered *p*-values <0.05 as significant. Data were log-transformed in situations where Mauchly’s sphericity test was not met, and when this was not sufficient we applied Huynh-Feldt correction. All graphs show mean values ± SEM.

## Results

### Generation of *Nfil3* knockout mice

To investigate the role of NFIL3 in axon regeneration we generated conditional *Nfil3* KO mice using homologous recombination in embryonic stem cells (Fig 1a). We confirmed correct insertion of LoxP sites and the Neo cassette by Southern blot analysis (Fig 1b). To generate full KO mice, conditional KO mice were crossed with 129Cre mice expressing Cre-recombinase in germ cells [15]. Absence of Nfil3 mRNA was confirmed by quantitative real-time PCR (Fig 1c).

**Fig 1:**
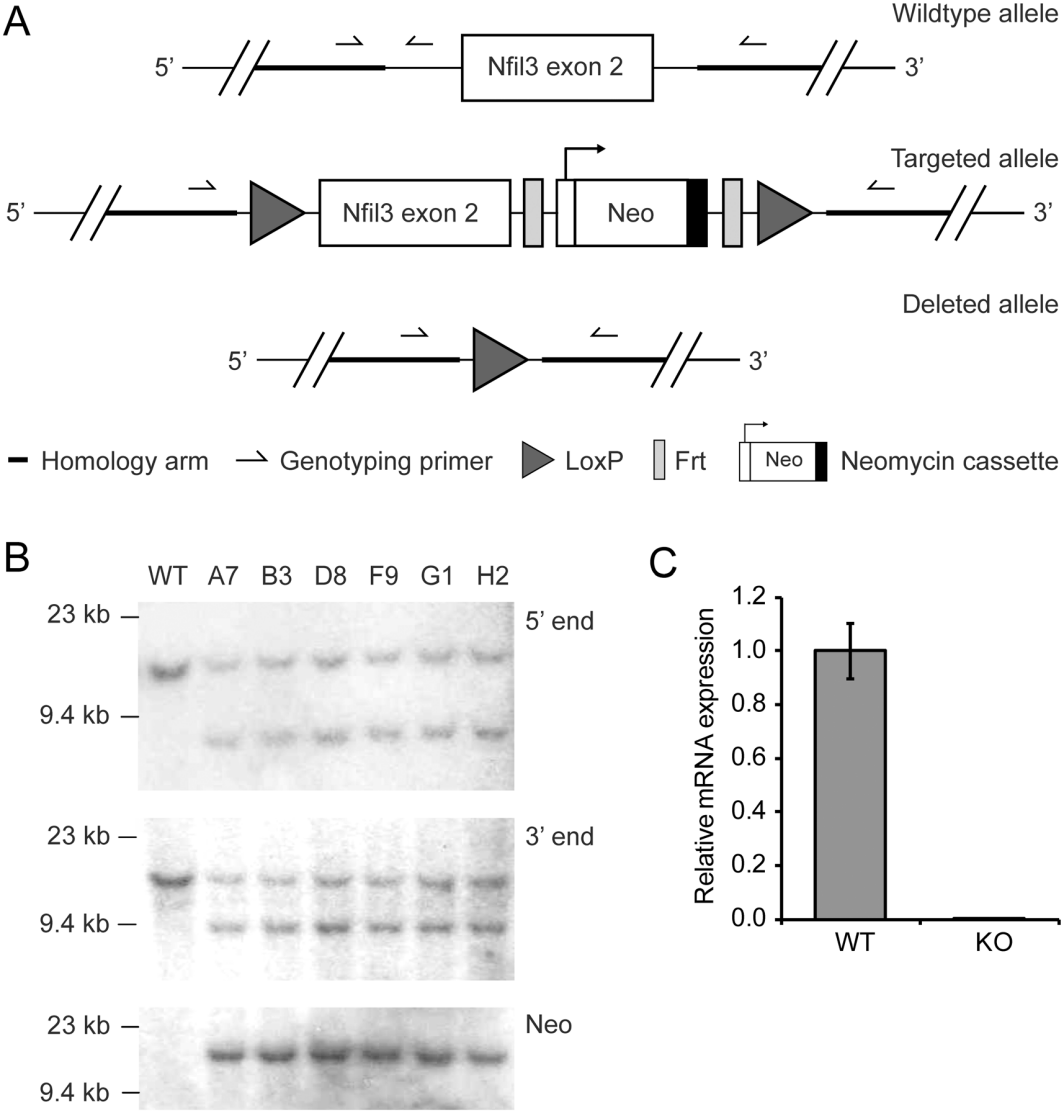
Generation and validation of *Nfil3* KO mice. (a) A schematic representation of the knockout strategy is indicated. (b) Southern blot analysis confirming correct homologous recombination at the 5’ probe side using AvrII digestion yielding fragments of 11.4 kb (wildtype) and 7.6 kb (mutant), at the 3’ probe side using EcoRV digestion yielding fragments of 12.2 kb (wildtype) and 8.9 kb (mutant), and at the Neo cassette using NheI digestion yielding a band of 12 kb (mutant only). (c) *Nfil3* mRNA levels in *Nfil3* KO and wildtype brains as measured by quantitative real-time PCR. Gene expression was normalized against Gapdh expression.

### DRG neurons lacking *Nfil3* show enhanced axon growth *in vitro*

We previously showed that reducing *Nfil3* expression in either DRG neurons or DRG-derived F11 cell using RNA interference significantly increases axon growth [11]. To demonstrate unequivocally that enhanced axon growth is due to lack of *Nfil3* we investigated the growth characteristics of cultured DRG neurons from *Nfil3* KO mice and wildtype littermate controls *in vitro*. Dissociated embryonic DRG neurons were plated in 96-well plates and cultured for 1, 5 or 8 days. Cells were then fixed and stained with anti-neurofilament. Quantification of axon lengths revealed a significant increase in neurite outgrowth in KO cultures compared with cultures prepared from wildtype littermates at all three time points (Fig 2a). Specifically, the average axon length of *Nfil3* KO neurons was 25% higher at DIV1 (222±10 **μ**m vs. 178±9 **μ**m; n = 69/71), 56% higher at DIV5 (931±101 **μ**m vs. 595±48 **μ**m; n = 26/31) and 41% higher at DIV8 (1134±77 **μ**m vs. 806±57 **μ**m; n = 32/34) (Fig 2b). This increase in axon lengths is comparable to what we previously observed when we knocked down the expression of *Nfil3* in either dissociated DRG neurons or in F11 cells [11]. We conclude that genetic deletion of *Nfil3* in DRG neurons enhances axon growth.

**Fig 2:**
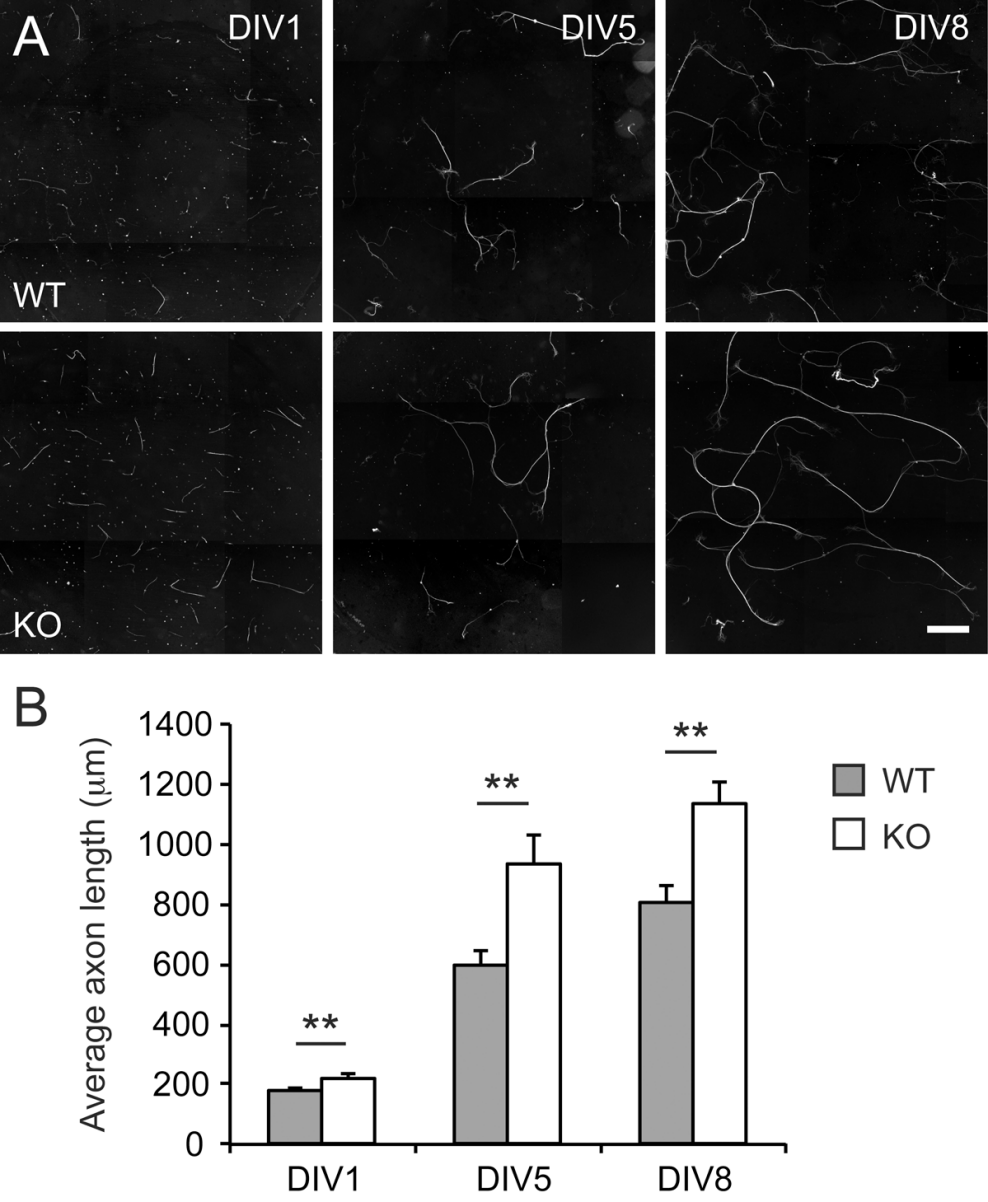
*Nfil3* deletion enhances axon growth of DRG neurons in culture. (a) Example images of cultured embryonic DRG neurons from wildtype mice (top panels) and *Nfil3* KO mice (bottom panels) at 1, 5 and 8 days *in vitro* (DIV; scale bar: 500 **μ**m). (b) Quantification of axon lengths showed that the average axon length of *Nfil3* KO neurons was significantly higher compared to wildtype neurons at DIV1 (222±10 **μ**m vs. 178±9 **μ**m; n = 69/71), at DIV5 (931±101 **μ**m vs. 595±48 **μ**m; n = 26/31) and at DIV8 (1134±77 **μ**m vs. 806±57 **μ**m; n = 32/34) (Student’s *t* test; mean ± SEM; **p < 0.01).

### *Nfil3* knockout mice show impaired functional recovery after sciatic nerve lesion

We next wanted to test whether *Nfil3* KO mice also show improved functional recovery from nerve injury *in vivo*. First we measured general locomotor activity in uninjured mice using open field and rotarod tests. The total distance moved in the open field task was unchanged in *Nfil3* KO mice (n = 12, *t*_(22)_ = -0.27, *p* = 0.98, Fig 3a), nor did we observe a difference in rotarod performance (n = 12, F_(1,22)_ = 1.02, *p* = 0.32, Fig 3b), indicating that general movement and motor skills are unaltered in *Nfil3* KO mice. Next, we applied sciatic nerve transsection lesions to *Nfil3* KO mice and wildtype littermates and assessed functional recovery by testing performance in the narrow beam task every other day. As indicators of functional recovery we measured crossing latencies (Fig 3c) and we calculated a weighted error score based on paw slips and time spent side-hanging on the bar (Fig 3d; see materials and methods section for detail). Importantly, we observed no differences in crossing latency and error score during pre-training (Fig 3c and 3d), confirming that basal locomotion and motor skills are unaffected in *Nfil3* KO mice. After the training sessions, beam width was reduced from 26 mm to 12.5 mm to increase the difficulty of the task. Following sciatic nerve injury, *Nfil3* KO mice showed significantly decreased performance and slower recovery compared with wildtype littermates, both in crossing latency (genotype, n = 11/10, F_(1,19)_ = 8.893, *p* = 0.008, Fig 3c) and in error score (genotype, n = 11/10, F_(1,19)_ = 7.145, *p* = 0.015; genotype*time, F_(12,228)_ = 2.131, *p* = 0.016, Fig 3d). These data show that *Nfil3* deletion *in vivo* causes a delayed functional recovery from sciatic nerve lesion, despite the increased axon growth of DRG neurons observed in cultured DRG neurons (Fig 2) [11].

**Fig 3:**
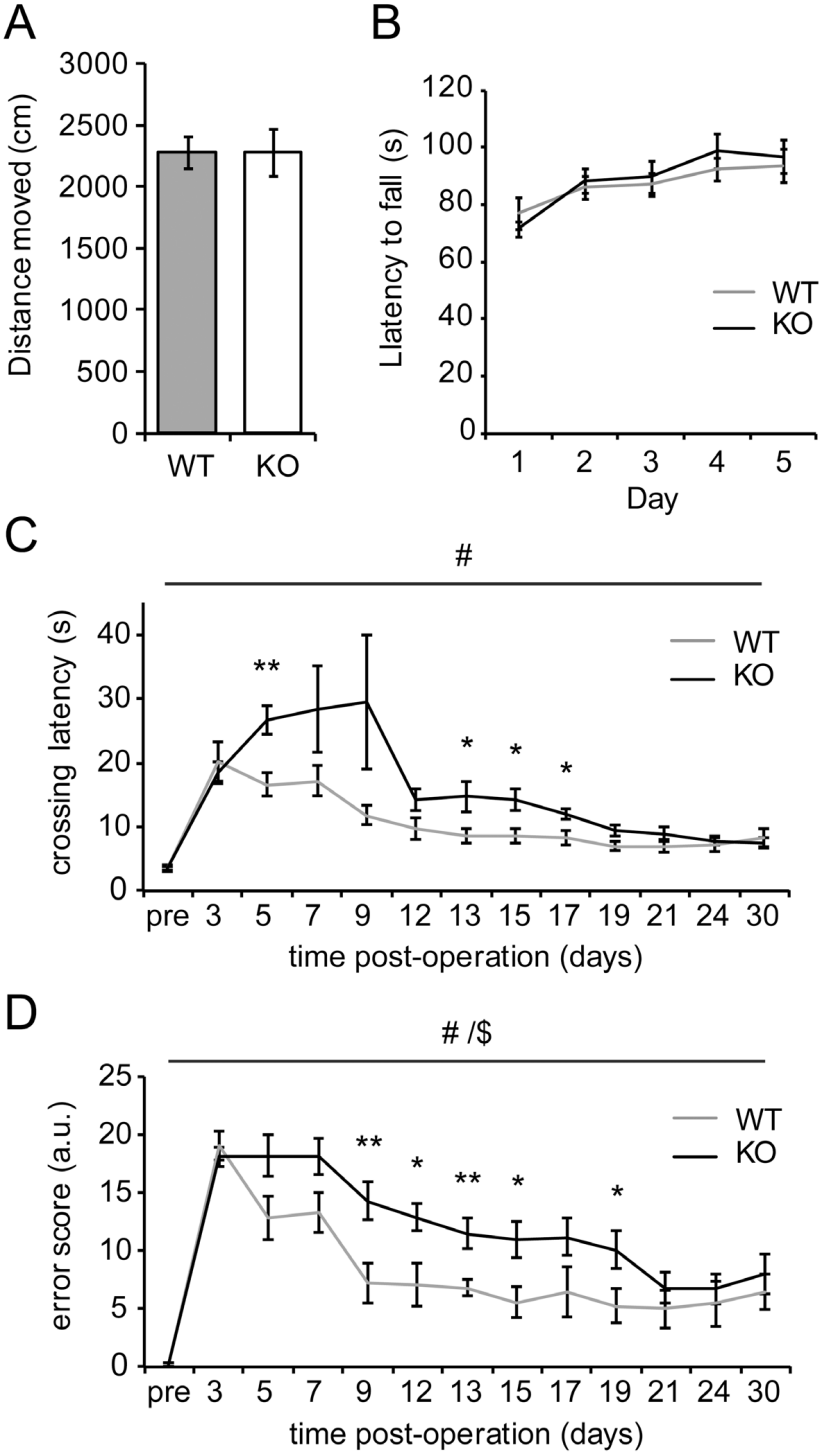
*Nfil3* deletion impairs functional recovery from peripheral nerve injury *in vivo*. (a) *Nfil3* KO mice show no differences in the total distance moved in the open field task (n = 12, *t*_(22)_ = -0.27, *p* = 0.98). (b) The latency to fall off an accelerating rotarod was not affected in *Nfil3* KO mice (n = 12, F_(1,22)_ = 1.02, *p* = 0.32). (c) *Nfil3* KO mice have a significantly longer beam crossing latency than wildtype mice (main effect genotype, n = 11/10, F_(1,19)_ = 8.893, ^#^ *p* = 0.008). Post-hoc t-tests indicated indicate significant differences in performance at post-lesion days 5, 13, 15 and 17 (**p < 0.01, *p < 0.05). (d) *Nfil3* KO mice also make significantly more errors when crossing the beam (main effect genotype, n = 11/10, F_(1,19)_ = 7.145, ^#^ *p* = 0.015; interaction genotype*time, F_(12,228)_ = 2.131, ^$^ *p* = 0.016). Post-hoc t-tests indicate significant differences in performance at post-lesion days 9, 12, 13, 15 and 19 (**p < 0.01, *p < 0.05).

### Inactivation of NFIL3 impairs DRG axon growth following sciatic nerve crush *in vivo*

Because the positive effect of *Nfil3* deletion on DRG axon growth *in vitro* apparently does not translate into improved functional recovery following sciatic nerve crush *in vivo*, we next wanted to know how absence of NFIL3 affects axon regeneration *in vivo*. To allow unequivocal quantification of regenerating fibers in the sciatic nerve, and to exclude possible confounding effects of *Nfil3* deletion in other cell types or systems, we used a retrograde tracing technique combined with dominant-negative inhibition of NFIL3 levels specifically in L4 and L5 DRG neurons in rats. We previously showed that expression of a dominant-negative mutant of NFIL3 (DN-NFIL3) enhances axon growth of rat DRG neurons and DRG-like F11 cells *in vitro* [11]. We injected L4 and L5 DRGs unilaterally with AAV virus expressing DN-NFIL3 and GFP together, or GFP only as control. Two weeks after viral transduction a crush lesion was applied at the level of the sciatic nerve. One week thereafter we transected the sciatic nerve at 1 cm distal of the lesion. The nerve segment distal from this lesion was removed for quantification of regenerating axons, and the proximal nerve stump was loaded with the retrograde tracer FastBlue. One week later, animals were sacrificed and the DRGs were taken out for histological analysis. This experimental procedure is schematized in Fig 4a. DRG sections were stained for βIII-tubulin and for GFP (Fig 4b), allowing quantification of all neurons (βIII-tubulin-positive), transduced neurons (βIII-tubulin- and GFP-positive), and neurons that regenerated an axon beyond 1 cm distal from the crush site (βIII-tubulin- and FastBlue-positive). The total fraction of FastBlue-positive neurons was slightly lower in DN-NFIL3 treated animals compared with controls (Fig 4c), but this difference was not significant (n = 8, t_(14)_ = 1.180, *p* = 0.25). However, when we calculated the number of neurons that was both GFP- and FastBlue-positive, i.e., the fraction of neurons that was actually transduced and had extended axon up until 1 cm distal of the crush site, we found a significant reduction in DN-NFIL3 treated animals compared with controls (n = 8, t_(9.214)_ = 2.390, *p* = 0.040, Fig 4d), indicating that DN-NFIL3 expression reduces axon regeneration *in vivo*. Importantly, no difference was observed in the total number of GFP-positive neurons between treatment conditions (n = 8, t_(14)_ = 1.690, *p* = 0.113). In the sciatic nerve, where fibers from transduced and untransduced cells were indistinguishable, fiber density did not differ between treatments (n = 8, t_(14)_ = 0.095, *p* = 0.925, Fig 4e and 4f). Together these data indicate that, in line with the reduced functional recovery observed in Nfil3 KO mice, regenerative axon growth is impaired in neurons in which NFIL3 function is inhibited. This reduction in regenerative axon growth is specifically observed in neurons that express DN-NFIL3, but the overall effect (i.e., total fraction of FastBlue-positive cells and total number of fibers in the sciatic nerve) is probably masked by the fact that many neurons were not transduced by the virus.

**Fig 4:**
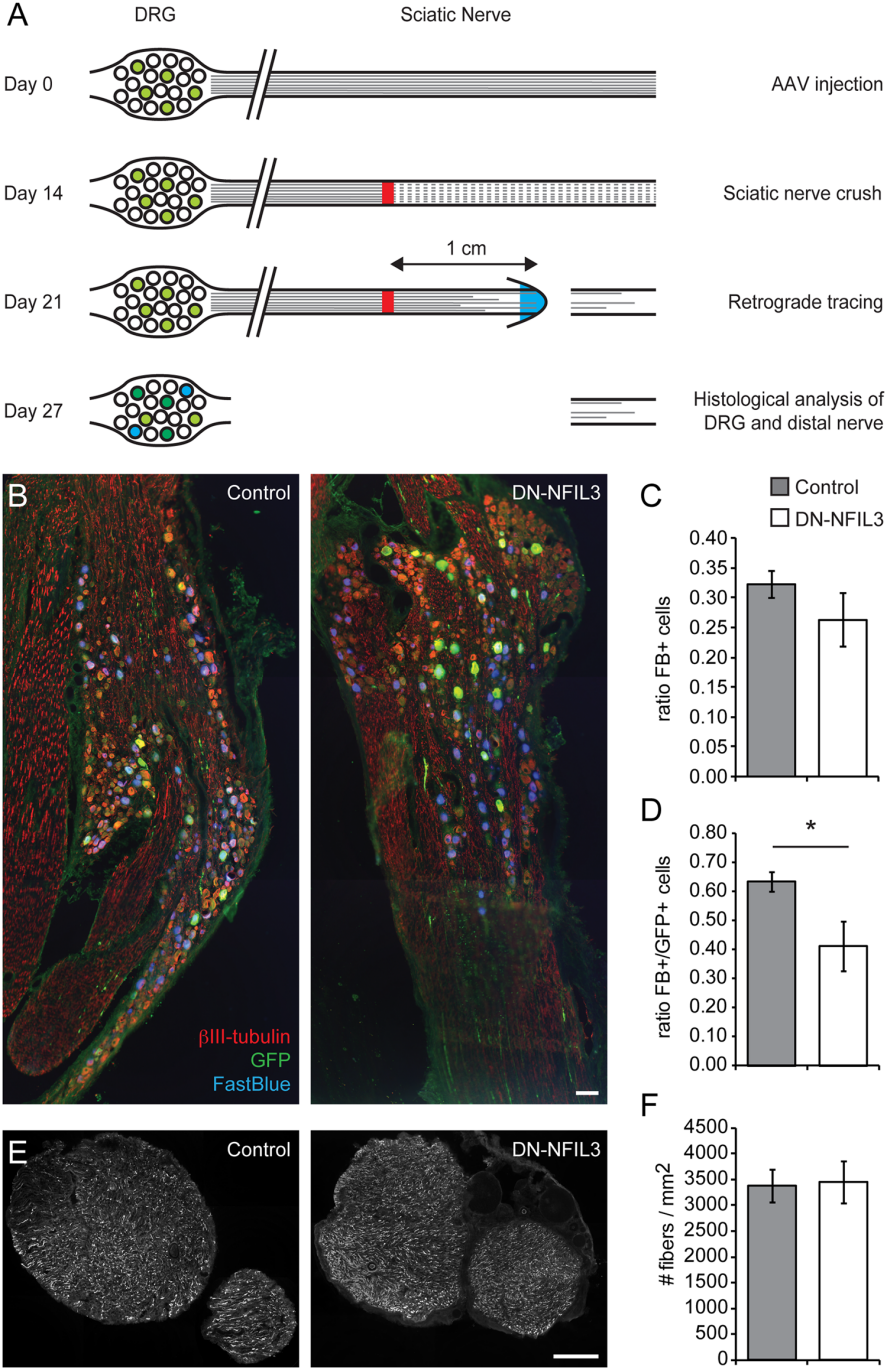
Dominant-negative inhibition of NFIL3 impairs regenerative axon growth *in vivo*. (a) Overview of the experimental design. At day 0 L4/L5 DRGs were injected with AAV5 virus expressing either DN-NFIL3 and GFP, or GFP only. At day 14 the animals received a unilateral crush of the sciatic nerve. At day 21 we transsected the sciatic nerve 1 cm distal from the crush and treated the proximal stump with the retrograde tracer FastBlue. The distal stump was removed for histological analysis. At day 27 animals were sacrificed, and the DRGs were removed for histological analysis. (b) Examples of control and DN-NFIL3 treated DRG sections stained with anti-βIII-tubulin in red, anti-GFP in green, and showing FastBlue labeling in blue (scale bar: 100 **μ**m). (c) The total fraction of FastBlue-positive βIII-tubulin expressing neurons was slightly lower in DN-NFIL3-treated animals compared with controls (n = 8, t_(14)_ = 1.180, *p* = 0.25). (d) When the quantification of FastBlue-positive cells was limited to GFP-positive (i.e. virally transduced) neurons, a significant reduction was observed in DN-NFIL3-treated animals compared with controls (n = 8, t_(9.214)_ = 2.390, *p* = 0.040). (e) Examples of control and DN-NFIL3 treated sciatic nerve sections stained with anti-βIII-tubulin (scale bar: 100 **μ**m). (f) No significant difference was observed in fiber densities in the sciatic nerve at 1 cm distal of the crush (n = 8, t_(14)_ = 0.095, *p* = 0.925).

### Established NFIL3 regeneration-associated target genes are not dysregulated in *Nfil3* knockout mice

To understand why *Nfil3* deletion does not promote axon regeneration and functional recovery *in vivo*, we next tested the transcriptional role of NFIL3 in injured DRG neurons. We performed mRNA expression microarray analysis on DRGs following sciatic nerve lesion in *Nfil3* KO mice and wildtype controls, using contralateral DRGs as control tissue (n = 4 per genotype per condition; GEO accession number GSE66259). 

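RNA of L4 and L5 DRGs was hybridized to 12 Agilent 4x44K whole mouse genome arrays on 3 slides of 4 arrays. Each array carried a different sample in the Cy3 and in the Cy5 channel, and the channels were used as single-color intensities, which gives 24 samples. There were 6 groups, *Nfil3* KO and wildtype (WT) mice with control DRGs from the non-injured side or DRGs at day 2 or day 5 post-lesion, with 4 samples each, 2 per dye. One sample carries 2 labels, since its title and source name give KO control replicate 4 while another label field gives day 5. It was taken as KO control, because the paper states 4 replicates per condition and KO day 5 has 4 other samples. The authors deposited the scanner output of Agilent Feature Extraction, which gives a foreground and a background intensity per spot, not normalized. As in the paper's methods, the background was corrected by the Edwards method and the intensities were quantile normalized over the 24 channels in limma, then put on a log2 scale. The mean foreground and the median background were used. Spots that Feature Extraction marked as outliers were left out, and spots of the same probe were averaged. Of 45018 spots per array, 43379 were not controls and gave 41174 probes for 27398 gene names. Between 54.5% and 72.3% of the probes were marked as well above background in a sample, with a median of 69.5% in Cy3 and 62.6% in Cy5. By group the median was 65.4% in WT control, 65.4% in WT day 2, 66.4% in WT day 5, 67.8% in KO control, 62.1% in KO day 2 and 67.2% in KO day 5 samples. No spot was saturated. The precision of each value is limited by the 4 samples per group. A linear model with 1 mean per group was fitted with limma, which equals the factors time, genotype and time*genotype, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted once if any of its probes had an adjusted p under 0.05. Dye is balanced within each group, but samples on the same array were not independent, with a consensus correlation of 0.266 within arrays in limma, and the slides hold 3 WT and 5 KO, 3 WT and 5 KO, and 6 WT and 2 KO samples.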

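*Nfil3* itself was measured by 2 probes. The brighter probe, A_52_P500027, lies on chromosome 13 from 53062585 to 53062644 in mm9, the build of the array annotation. Its log2 intensity in WT mice was 8.65 ± 0.25 (SD, n = 4) in control DRGs, 10.52 ± 0.18 at day 2 and 10.91 ± 0.19 at day 5. In KO mice it was 4.67 ± 2.03, 4.67 ± 1.39 and 4.42 ± 1.53. The probe was well above background in all 12 WT samples, but in 1 of 4 KO control, 2 of 4 KO day 2 and 2 of 4 KO day 5 samples. These 4 lesioned KO samples, at 5.30 to 6.23, were those sharing an array with a lesioned WT sample. The 4 lesioned KO samples sharing one with a KO sample lay at 2.82 to 4.14. Signal from the array partner was left open as the source, and the KO means and SDs include both kinds of array. KO minus WT was -5.85 at day 2 (standard error 0.81, limma adjusted p = 0.00819) and -6.49 at day 5 (adjusted p = 0.00259). In control DRGs it was -3.98, which did not pass the threshold (adjusted p = 0.9999). The control difference depends on the sample labelled KO control replicate 4. This sample had 7.59, against 2.94 to 4.37 in the other 3 KO controls, and its linear intensity was 47.9% of the WT control mean. The other 3 KO controls were not well above background. Without replicate 4 the level on this probe in control DRGs was at least 28.4-fold lower in KO (limma adjusted p = 0.0123). The bound sets the WT mean against a signal on each KO array. That signal is the lowest well above background or the probe's own, whichever was higher. The alternative that moved the 3 differences most was normexp background correction, which gave -2.12 in control, -3.93 at day 2 and -4.36 at day 5 (limma adjusted p = 0.00425, 5.95e-08 and 7.55e-09). The day 2 call of this probe was lost without KO day 2 replicate 2 (adjusted p = 0.0621, difference -5.67). It was also lost without WT day 2 replicate 1 (adjusted p = 0.0566, difference -5.87). Feature Extraction's processed signals gave -6.81 at day 2 and -7.23 at day 5, with limma adjusted p-values of 0.138 and 0.0532. The second probe, A_51_P111492, lies from 53062869 to 53062928. It gave -3.22, -5.15 and -5.86 in control, day 2 and day 5 samples (limma adjusted p = 0.258, 5.51e-04 and 6.61e-05). It was well above background in the same numbers of KO samples. Without KO control replicate 4 its signal in control DRGs was at least 15.2-fold lower in KO. This probe kept *Nfil3* among the genes passing in each fit above where the brighter probe lost its day 2 or day 5 call.

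**Figure D1:**
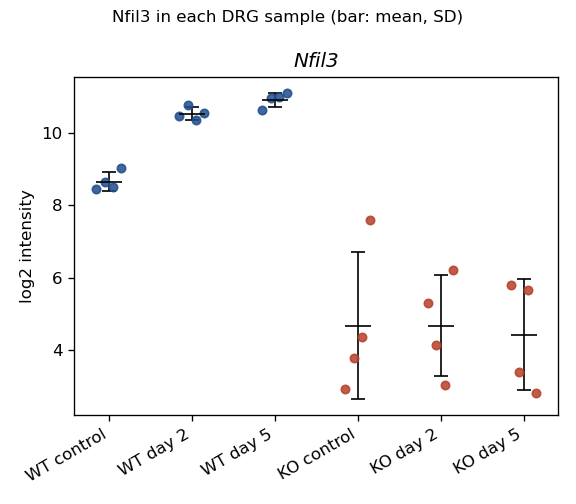
Log2 intensity of the brighter *Nfil3* probe (vertical axis) in each of the 24 DRG samples by group (horizontal axis). Points are samples, blue for WT and red for KO, and bars give the mean and SD of 4 samples. All WT samples lie at 8.44 or above, and the highest KO sample is the one labelled KO control replicate 4 at 7.59.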

We focused on expression differences that occur relatively early after injury, i.e., at 2 days and 5 days post-lesion, since this is the period when the highest expression levels of *Nfil3* are observed [11]. 

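The lesion was tested with an F test of day 2 minus control and day 5 minus control, each averaged over WT and *Nfil3* KO mice. In this test 8024 genes had an adjusted p under 0.05 (10390 of 41174 probes), and 10715 genes had an unadjusted p under 0.05. At day 2 alone 6907 genes passed, 3011 with higher and 3945 with lower intensity than control, where a gene with probes in both directions counts in each. At day 5 alone 7040 genes passed, 3057 higher and 4017 lower, and 5031 genes passed at both time points. Averaging the probes of a gene gave 6445 genes. The alternative that moved the count most, to 5534, was a block chosen after seeing the data, for whether both samples of an array are of the same time point, which compares fewer samples across time points. The controls it sets against lesioned samples are only those that share an array with one. In data simulated for the lesion comparison on 40895 probes, 70.5% of 200 probes changed by 0.5 on the log2 scale and 96.5% of those changed by 1 were recovered. The changed probes were drawn from those well above background in all 24 samples, with independent noise, so recovery on dimmer probes was not covered.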

Using linear modeling we identified 5489 unique genes significantly regulated due to the lesion at either 2 or 5 days post-lesion, independent of genotype (S1 Table). To allow comparison of our findings with previously published regeneration-associated gene expression profiling studies we downloaded data from Kim et al. [31] describing gene expression data in mouse DRGs at 5 days post-lesion compared with uninjured control tissue (GEO sets GSM827127 and GSM827128). 

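In WT mice 4246 genes differed between day 5 and control DRGs (5295 probes, limma adjusted p under 0.05), 1938 higher and 2319 lower. Of these, 1062 genes changed at least 2-fold. Averaging the probes of a gene gave 3390 genes and leaving out 1 sample in turn gave between 3289 and 4460. In KO mice 3901 genes passed for the same comparison, and 3186 genes passed in both genotypes, with the same direction for all 3874 shared probes. These comparisons have the DRGs of 2 genotypes and no common samples. They do share the spread estimate of each probe, and some of their samples share an array across genotypes. The 2 gene lists are therefore not independent. The highest log2 change in WT at day 5 was that of *Sprr1a*, 7.24 (limma adjusted p = 1.32e-04), followed by *Npy* with 6.73 (adjusted p = 5.83e-05), which was well above background in 2 of 4 WT controls. The *Sprr1a* values of the WT controls ranged from 5.83 to 11.68, and the 2 WT controls that share an array with a lesioned sample were the higher ones. Against the 2 other WT controls the change of *Sprr1a* at day 5 was 9.50, and with the block for array partners it was 5.08. That block sets lesioned samples only against controls sharing an array with one, here the 2 higher WT controls. The value of 5.08 is therefore not corrected for the array partner. *Anxa10* was not well above background in any WT control and was at least 42.2-fold higher at day 5, by the same kind of bound as for *Nfil3* (adjusted p = 4.21e-12). At day 2, 3427 genes passed in WT mice, with the highest log2 changes for *Sprr1a* (5.44), *Atf3* (5.15) and *Npy* (4.91). The 3 largest decreases at each time point were on probes not well above background in any WT sample, among them *Myo5c* at day 2, so no fold change is given. The published data used for the comparison were not analysed here.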

We filtered for genes that passed the reported detection test (*p* < 0.05), calculated gene regulation values relative to the uninjured control levels and compared these to our own regulation values in wildtype mice at the same time point (i.e., 5 days post-lesion). We found that the two datasets are significantly correlated (r = 0.48, df = 5236, *p* < 2.2x10^-16^, Fig 5a). These findings indicate that we profiled valid injury-induced and regeneration-associated genes.

**Fig 5:**
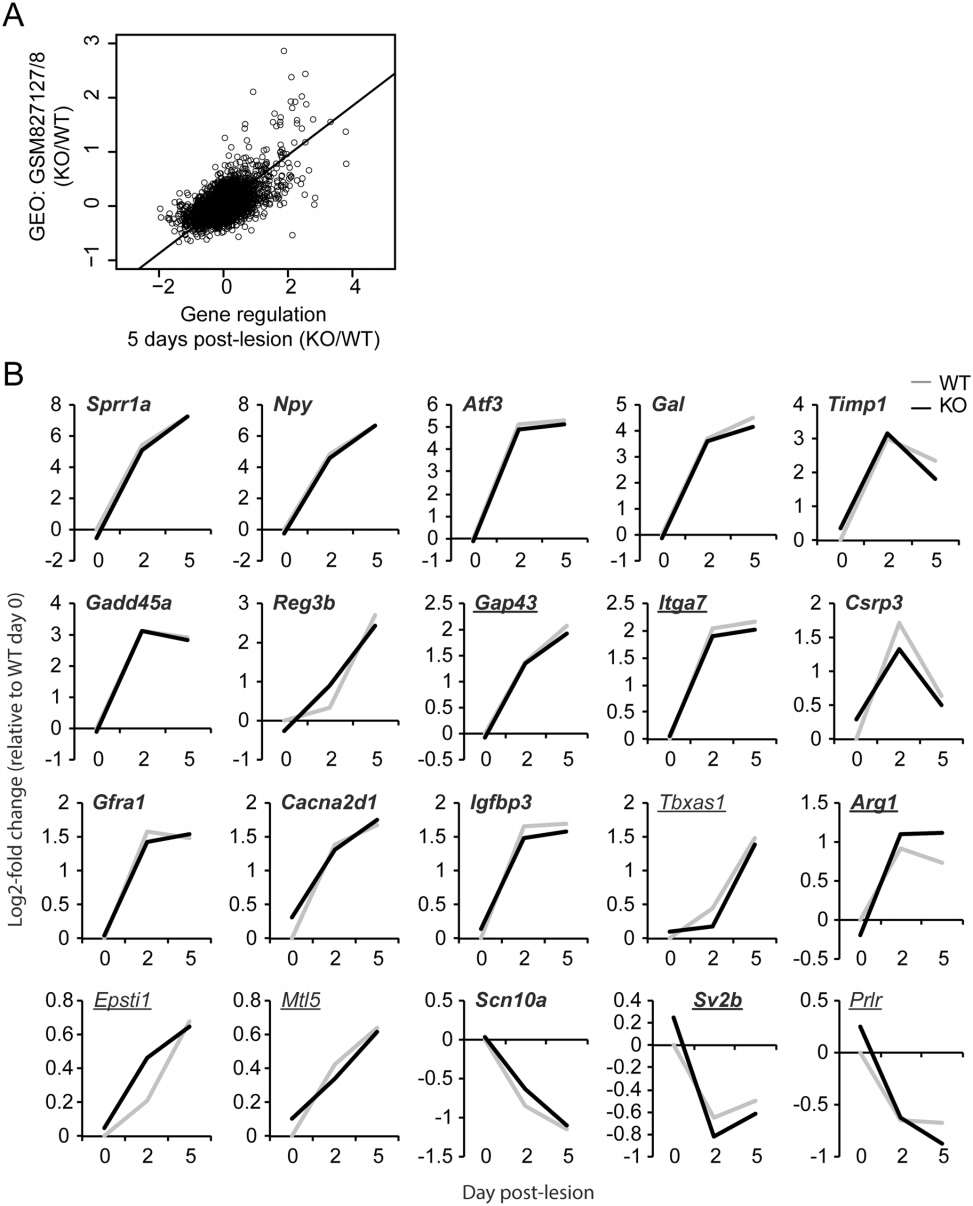
NFIL3 deletion does not alter the expression of regeneration-associated genes. (a) Gene expression was profiled in *Nfil3* KO mice and wildtype controls at 2 days and at 5 days post-lesion, relative to non-injured control DRGs. Gene regulation values in wildtype animals at post-lesion day 5 show a highly significant correlation (r = 0.48, *p* < 2.2x10^-16^) with previously published data [31] describing injury-induced gene expression changes in mouse DRGs at the same time point (GEO datasets GSM827127/8). (b) The expression of well-established regeneration-associated genes and/or NFIL3 target genes is not affected in *Nfil3* KO animals compared with wildtype controls. Of the 20 genes indicated here, 16 are in the core set of regeneration-associated genes identified in three or more independent microarray studies (bold print) [32], and 8 are experimentally validated NFIL3 target genes (underlined) [11, 12]. No significant differences were observed between expression profiles of *Nfil3* KO animals and wildtype controls.

We next asked whether *Nfil3* deletion causes a dysregulation of known regeneration-associated genes. We compared expression profiles in knockout and wildtype mice of 20 genes that are consistently found regulated in multiple gene expression studies [32] and/or contain previously identified and experimentally validated NFIL3 binding sites [11, 12]. All these genes showed strong injury-induced regulation over time, but for none we could observe a difference in expression between knockout and wildtype DRGs (Fig 5b). 

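Each of the 20 genes of Fig. 5b was represented by its probe with the highest mean intensity. For 18 of them the lesion test passed the threshold over all probes (limma adjusted p under 0.05), with 16 genes higher and 2 genes, *Scn10a* and *Sv2b*, lower after the lesion. *Csrp3* did not pass (adjusted p = 0.131) and was well above background in 6 of 24 samples. *Prlr* did not pass either (adjusted p = 0.909), but its 2 other probes did (adjusted p = 0.0306 and 0.0189) and were lower after the lesion. Across the alternatives 17 to 19 of the 20 genes passed, and 16 with the block for array partners chosen after seeing the data. The time*genotype interaction passed for 0 of the 20 genes in limma, under the settings of the methods and under each of 13 alternatives, and 1 gene had an unadjusted p under 0.05. This was *Timp1* (unadjusted p = 0.0262 from limma's F test, adjusted p = 0.99998), whose KO minus WT difference was 0.33 in control, 0.24 in day 2 and -0.45 in day 5 samples.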

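*Gap43*, which encodes a growth cone protein, was measured by probe A_51_P290065 on chromosome 16 (42292428 to 42340593 in mm9), well above background in all 24 samples. Its log2 intensity in WT mice was 9.62 ± 0.25 (SD, n = 4) in control DRGs, 10.99 ± 0.42 at day 2 and 11.70 ± 0.12 at day 5. In KO mice it was 9.52 ± 0.23, 10.97 ± 0.30 and 11.57 ± 0.05. KO minus WT was -0.09, -0.02 and -0.12, none of which passed (limma adjusted p = 0.9995 or higher). The rise over control at day 5 was 2.08 in WT and 2.05 in KO mice, and the interaction had an unadjusted p of 0.915 in limma. *Arg1*, which encodes arginase, was measured by probe A_51_P303160 on chromosome 10 (24636194 to 24636253), which was well above background in 1 of 4 WT control and 2 of 4 KO control samples and in all 16 lesion samples. It had 4.24 ± 0.36, 5.14 ± 0.25 and 4.95 ± 0.33 in WT and 4.11 ± 0.47, 5.38 ± 0.56 and 5.34 ± 0.18 in KO mice. KO minus WT was -0.12 in control, 0.25 at day 2 and 0.40 at day 5, none of which passed the threshold (limma adjusted p = 0.9995 or higher). The interaction had an unadjusted p of 0.376. The rise of *Arg1* over control in WT mice was 0.90 at day 2 (limma adjusted p = 0.0325) and 0.71 at day 5 (adjusted p = 0.0873). Its size rested on the background correction. It was 0.26 and 0.20 with normexp, 0.34 and 0.27 without background correction, and 1.68 and 1.47 with processed signals. The day 2 call was lost with slide or array partner as a block and without WT control replicate 1, 3 or 4 or WT day 2 replicate 1, 2 or 4, with rises of 0.75 to 0.95.

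**Figure D2:**
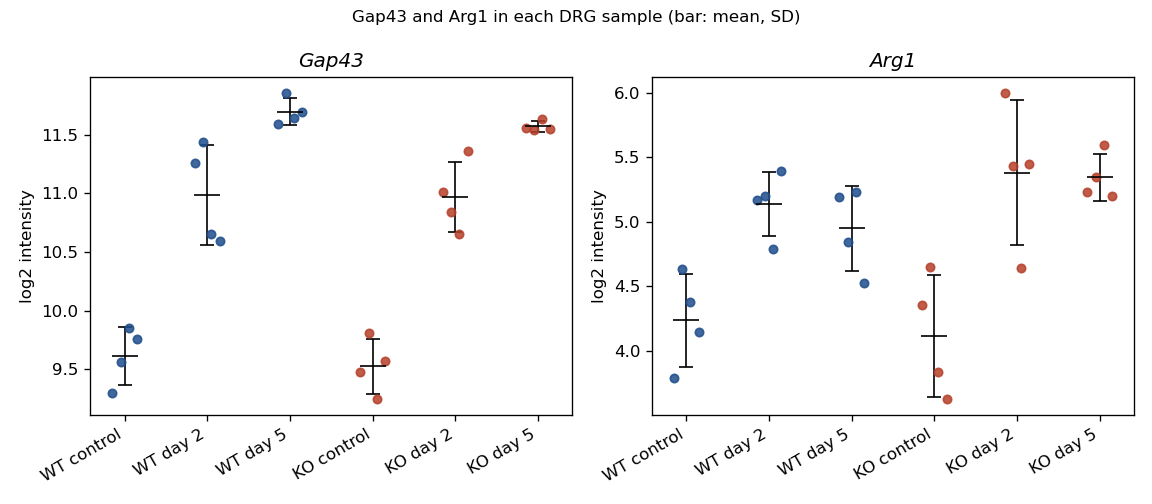
Log2 intensity (vertical axes) of *Gap43* and *Arg1* in each of the 24 DRG samples by group (horizontal axes). Points are samples, blue for WT and red for KO, and bars give the mean and SD of 4 samples. KO and WT samples overlap at each time point for both genes, at day 5 for *Gap43* with 11.59 to 11.86 in WT and 11.54 to 11.64 in KO.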

Even *Gap43* and *Arg1*, which we previously showed to bind NFIL3 *in vivo*, show no increased expression in *Nfil3* KO mice compared to WT. From this we conclude that removal of NFIL3 does not de-repress established NFIL3 target genes.

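Over the 20 genes of Fig. 5b, KO and WT were compared in control, day 2 and day 5 samples, which gives 60 comparisons. The smallest adjusted p in limma was 0.9995, so 0 passed, and 2 of the 60 had an unadjusted p under 0.05. The largest difference was 0.71 on the log2 scale, for *Csrp3* at day 2, where KO was lower and the probe was well above background in 2 of 4 samples of each genotype. In data simulated for KO against WT at day 5 on 40895 probes, 85% of 200 probes changed by 1 and 22.5% of those changed by 0.5 were recovered, so smaller differences would often not be detectable with 4 samples per group. The changed probes were drawn from those well above background in all 24 samples, with independent noise. Dimmer probes such as that of *Csrp3* were not covered. Since it observed no difference between KO and WT for these genes, the paper concludes that removal of NFIL3 does not de-repress its established target genes.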

### Genes differentially expressed in *Nfil3* knockout mice

To determine which other genes may be regulated by NFIL3 following sciatic nerve lesion, we used time course analysis in SAM and time*genotype interaction analysis in limma to detect expression profiles that significantly differ between genotypes. 

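The time*genotype interaction was tested with an F test of the 2 interaction contrasts, day 2 and day 5 against control in KO minus the same in WT mice. With limma 0 of 41174 probes had an adjusted p under 0.05. The smallest adjusted p was 0.359, and 912 genes (2.23% of probes) had an unadjusted p under 0.05. A time course test in the style of SAM, with 70 relabellings of the samples, called 1 gene, NAP057224-1. Each time course joined samples of the same replicate number, although these numbers do not pair the samples. The false discovery rate used the median over relabellings, so a top probe is called once it exceeds every value in most of them. The call of NAP057224-1 therefore carries little weight. Normexp background correction also gave 1 gene, *Nfil3*, and leaving out WT control replicate 1 gave 1, *Pbk*. NAP057224-1 and *Pbk* were named after their values were seen. In data simulated for the interaction on 40895 probes, limma recovered 63% of 200 probes changed by 1 on the log2 scale, 96% of those changed by 2 and 0% of those changed by 0.5. The changed probes were drawn from those well above background in all 24 samples, with independent noise, so dimmer probes were not covered. The median spread was 0.949 among probes well above background in 0 to 3 samples, against 0.190 among those in all 24. The genes with the smallest unadjusted p were C130070B15Rik (8.71e-06), 4933403J19Rik, AK053534, *Slfn5* (1.77e-04) and *Adam39*. Of these only *Slfn5* was well above background in more than 2 of 24 samples, with 17. Its KO minus WT difference was 0.15 in control and 0.08 at day 5. At day 2 it was well above background in 3 of 4 WT and 0 of 4 KO samples and was at least 2.11-fold lower in KO, which did not pass (limma adjusted p = 0.0792). This difference passed with median foreground, with loess and Aquantile, with only probes well above background and with dye as a covariate, alone or with array as a random block.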

We identified 59 genes that were differentially regulated due to the lesion in *Nfil3* KO mice compared with wildtype controls (adjusted *p* < 0.05; Fig 6a). When we tested these genes for overrepresented transcription factor binding sites in 0–2000 bp region upstream of the transcription start site, we found NFIL3 binding sites to be most significantly overrepresented based on the combined Fisher score and Z-score reported in oPOSSUM [23, 24] (Fig 6b), indicating that these genes most likely represent true NFIL3 target genes. Functional enrichment analysis identified two gene ontology terms that are significantly overrepresented within these genes: ‘olfactory signal transduction’ and ‘transcriptional regulation’ (Table 1). 

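Of 24 genes named in Table 1, 21 are on the array, where OlfrR65 of the table was taken as *Olfr65*, and *Olfr64*, LOC100046375 and LOC100046232 were not found by name. With the brightest probe for each gene, the interaction passed for 0 of 21 in limma, both over all probes and adjusted over the list alone, where the smallest adjusted p was 0.943. The study chose this list on the same samples, so the second adjustment is not independent evidence. Of these genes 0 had an unadjusted p under 0.05, and the smallest was that of *Nfil3* (0.0992). Over the 41 probes of the list 1 had an unadjusted p under 0.05. Without background correction and with normexp, 1 gene passed over the list alone. In 13 of the 21 genes the probe was well above background in no sample, including all 7 olfactory and vomeronasal receptor genes, and in 4 it was so in all 24 samples. Among all olfactory receptor probes of the array, 379 of 963 (39.4%) were well above background in at least 1 sample, against 81.2% of all probes.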

Global testing subsequently revealed that at 5 days post-lesion there is a significant dysregulation in *Nfil3* KO mice of multiple genes that are involved in basal transcriptional regulation (Table 2), while no significant overrepresentation of gene ontology terms was detected at day 2 post-lesion. 

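The difference between KO and WT mice was also tested at each time point. At day 5, 4 genes had an adjusted p under 0.05 in limma, 1 higher and 3 lower in KO, and 996 had an unadjusted p under 0.05. These were *Nfil3*, *Auh* (0.63 on the log2 scale, adjusted p = 0.0242), *Il12b* and *Apob*, both lower in KO (adjusted p = 0.0158 each). The *Auh* call at either time point was lost with most samples of that time point left out in turn, with processed signals and with the probes of a gene averaged, and at day 5 also with median foreground. *Il12b* was well above background in 1 of 24 samples, a WT day 5 sample, and *Apob* in none, so no fold change is given. At day 2, 4 genes passed, *Nfil3*, *Auh* (0.65, adjusted p = 0.0238), C130070B15Rik (adjusted p = 0.00819) and AK053534 (adjusted p = 0.0355), and 1548 had an unadjusted p under 0.05. C130070B15Rik was higher and AK053534 lower in KO, and neither was well above background in any day 2 sample. In control DRGs 0 genes passed in limma and 712 had an unadjusted p under 0.05. Feature Extraction's processed signals moved both counts most, to 1 gene each, *Nfil3*. At day 5 the count was 1 without KO day 5 replicate 3 or WT day 5 replicate 1, and 2 without KO day 5 replicate 1, KO day 5 replicate 4 or WT day 5 replicate 4. At day 2 it was 1 without KO day 2 replicate 2 or WT day 2 replicate 1. The gene ontology terms of Table 2 were not analysed here.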

Taken together these data suggest that the *Nfil3* deletion affects the expression of a small set of target genes *in vivo*. These genes include regulators of basal gene transcription, in particular at day 5 post-lesion, as well as several transcriptional regulators that are not known to be involved in axon regeneration.

**Fig 6:**
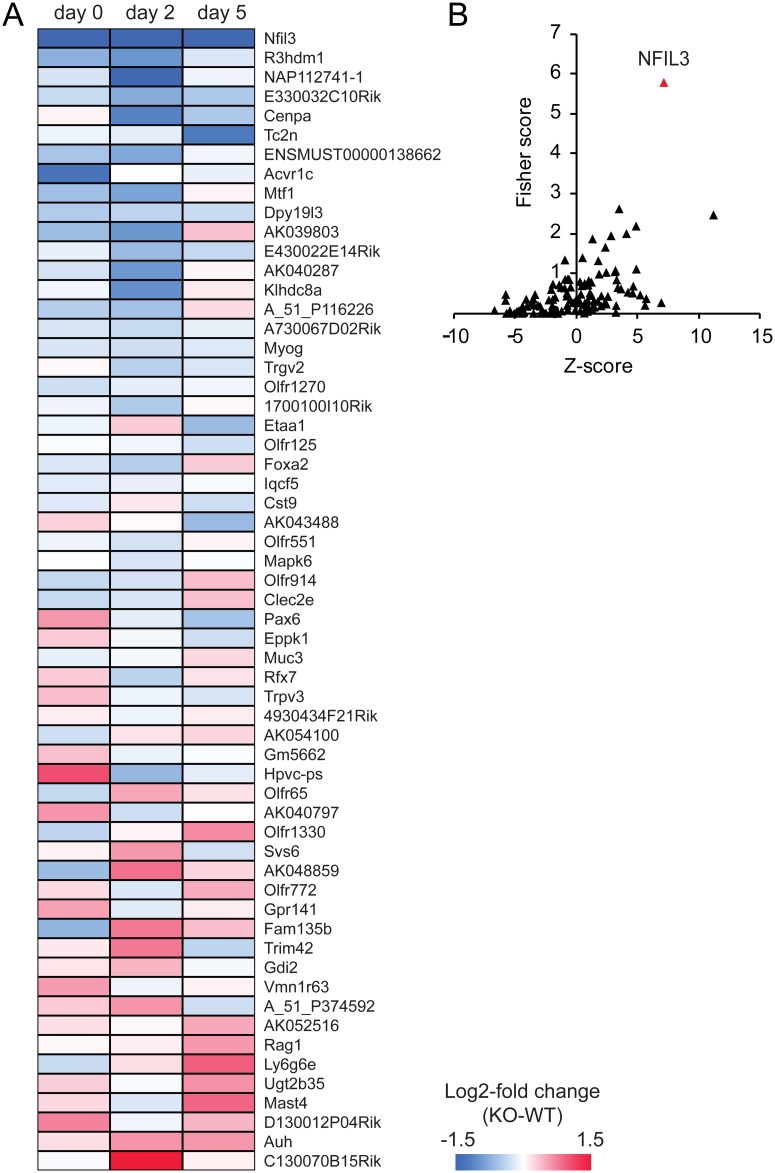
NFIL3 deletion alters the expression of a small set of NFIL3 target genes. (a) The injury-induced regulation of 59 genes was found significantly different in *Nfil3* KO animals compared with controls. Color scale indicates log2-fold expression difference between genotypes. (b) Within the promoter regions of these 59 genes, NFIL3 binding sites are the most overrepresented binding sites judged on the combined Fisher score and Z-score computed by oPOSSUM.

**Table 1:** Gene ontology terms overrepresented within genes differentially regulated in *Nfil3* KO mice.

Functional class	Gene names	Enrichment score
Olfactory signal transduction	Olfr551, OlfrR65, Olfr1270, Olfr914, Olfr1330, LOC100046375, Olfr64, Gpr141, Olfr125, Vmn1r63, Pax6, Trpv3, Clec2e, Dpy19l3, Uxs1, Acvr1c	1.21
Transcription regulation	Mtf1, Foxa2, Pax6, Myog, LOC100046232, Cenpa, Rfx7, Rag1, Nfil3	1.17

**Table 2:** Gene ontology terms overrepresented within genes differentially regulated at 5 days post-lesion.

GO term	GO description
GO: 0002862	Negative regulation of inflammatory response to antigenic stimulus
GO: 0001012	RNA polymerase II regulatory region DNA binding
GO: 0000977	RNA polymerase II regulatory region sequence-specific binding
GO: 0007623	Circadian rhythm
GO: 0000979	RNA polymerase II core promoter sequence-specific DNA binding
GO: 0001078	RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity involved in negative regulation of transcription
GO: 0001227	RNA polymerase II core promoter regulatory region sequence-specific DNA binding transcription factor activity involved in negative regulation of transcription
GO: 0001046	Core promoter sequence-specific DNA binding
GO: 0001047	Core promoter binding
GO: 0000982	RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity

## Discussion

In this study we characterized the role of the transcriptional repressor NFIL3 in axon regeneration following nerve injury using genetic deletion and dominant-negative inhibition. In line with previous findings [11] we show that genetic deletion of *Nfil3* promotes axon growth in cultured DRG neurons *in vitro*. In strong contrast however, genetic deletion or dominant-negative inhibition of NFIL3 *in vivo* did not enhance regenerative axon growth, did not improve functional recovery, and did not alter the expression of known regeneration-associated genes following sciatic nerve lesion. Instead, we observed a reduction in regenerative axon growth, a delay in functional recovery, and a dysregulation of genes not previously linked to axon regeneration.

Many transcription factors are regulated by nerve injury [8]. These transcription factors are interesting targets for promoting regenerative axon growth because they are potentially able to coordinate the expression of multiple regeneration-associated genes simultaneously [9]. Several recent studies indeed showed that inducing the expression or activity of transcription factors provides an efficient way to enhance the regenerative potential of axotomized neurons *in vivo*. Expression of constitutively active CREB, for instance, promotes regeneration of lesioned dorsal column axons [10], and activation of SMAD1, by increasing the levels of BMP2 or -4 *in vivo*, enhances axon growth of adult DRG neurons *in vitro* [33]. Overexpression or activation of a transcription factor is however difficult to control and may result in unwanted side effects, and inactivation of inhibitors of regeneration may provide an even better approach to promote axon regeneration. In this respect, Moore et al. for instance showed that genetic deletion of KLF4, a KLF family transcription factor that inhibits axon growth, enhances regeneration of damaged retinal ganglion cell axons into the optic nerve [34].

We recently showed that NFIL3 is a potent neuron-intrinsic inhibitor of axon growth in injured cultured adult DRG neurons [11]. From a panel of 62 transcription factors that were up- or downregulated during regeneration of DRG neurons after sciatic nerve injury *in vivo*, knockdown of NFIL3 had the strongest outgrowth promoting effect *in vitro*. Moreover, NFIL3 was shown to repress known regeneration-associated genes, including *Gap43* and *Arg1*. Here we could replicate these findings by demonstrating that genetic deletion of *Nfil3* in mice results in a strong increase in neurite outgrowth from cultured DRG neurons compared with wildtype neurons. However, *Nfil3* KO mice did not show enhanced functional recovery from sciatic nerve injury. In fact we observed a significant reduction in crossing latency and error score in the narrow beam task, and our data indicate that maximal recovery in *Nfil3* KO animals is delayed by approximately one week compared with wildtype controls. These data suggest that regenerative axon growth in *Nfil3* KO mice is reduced rather than enhanced. Although basal locomotor activity and motor skills were not affected we cannot exclude the possibility that adverse side effects of the global gene deletion are responsible for the impairment in functional recovery. Specifically, NFIL3 is known to play an important role in immune system development [35–37], and an altered immune response could have contributed to the delay in functional recovery. Therefore we used a DRG neuron-specific dominant-negative approach to test whether inhibition of NFIL3 function affects regenerative growth directly in a cell-autonomous manner. The DN-NFIL3 construct used here was shown to bind to NFIL3 and to increase axon growth in cultured DRG neurons [11]. We transduced neurons in L4 and L5 DRGs and lesioned the sciatic nerve two weeks later. We observed that within the populations of neurons that expressed DN-NFIL3, less neurons were able to extend an axon up to 1 cm beyond the lesion side compared with GFP transduced controls. Due to the relatively low transduction rates (10–15%) this effect was not detected in the total number of traced neurons or in the number of fibers in the distal nerve stump. Taken together however, these observations convincingly show that inhibition of NFIL3 function reduces regenerative axon growth only in neurons that actually express DN-NFIL3.

Given the fact that NFIL3 inactivation reduces axon regeneration *in vivo* in a cell-autonomous manner, whereas previously we showed that either knockdown or dominant-negative inhibition of NFIL3 increases the expression of regeneration-associated genes and enhances axon growth *in vitro*, we next wanted to know how *Nfil3* deletion affects injury-induced gene expression in the DRG. Microarray expression profiling at 2 and 5 days after sciatic nerve lesion revealed the induction of a large set of regeneration-associated genes. However, focusing on the most common regeneration-associated genes, including seven experimentally validated NFIL3 target genes [12], no significant differences were observed in expression profiles between *Nfil3* KO mice and wildtype controls. These findings might explain why we did not find a positive effect of *Nfil3* deletion on axon regeneration and functional recovery, but they do not explain why regeneration in *Nfil3* KO mice is impaired in comparison with wildtype controls, suggesting that two distinct mechanisms are involved. In this respect it was interesting to find that in addition to regeneration-associated genes not being differentially regulated, a small set of other genes did show changes in expression in *Nfil3* KO mice. In particular we found components of olfactory signal transduction pathways and several transcription factors dysregulated. 

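*Pax6*, which encodes a transcription factor, was measured by 3 probes on chromosome 2, all of which were well above background in 0 of 24 samples, so no difference between KO and WT is given. For the probe with the highest mean, A_52_P565559 (105535591 to 105536463 in mm9), the interaction had an unadjusted p of 0.656 in limma. Its log2 values lay between 3.57 and 3.83 in WT control and between 3.44 and 3.81 in KO control samples. Probe A_51_P489935 (interaction, unadjusted p = 0.168) lay between 0.63 and 4.08 in WT and between 0.23 and 2.11 in KO samples at day 5. For probe A_52_P469306 the unadjusted p was 0.934. None of the 3 passed the interaction test after adjustment.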

Interestingly, one of the upregulated transcription factors, PAX6, is a regulator of olfactory system development [38], suggesting that the dysregulation of olfactory signaling pathways may be due to a de-repression of *Pax6* in the absence of NFIL3. Induction of this, and possibly also other, gene expression programs that have no role in axon regeneration or may even actively repress axon regeneration might explain the adverse effects of *Nfil3* deletion on regeneration.

There may be several reasons why *Nfil3* deletion promotes axon growth *in vitro*, but not axon repair *in vivo*. Firstly, the timescale on which these processes take place are very different. *In vitro*, adult DRG neurons extend axons over large distances within the first 48 hours in culture, whereas *in vivo* it takes two weeks before functional recovery become apparent. We previously showed that NFIL3 suppresses regenerative axon growth by repressing CREB target genes [11]. CREB activity may thus be necessary to reveal the growth-promoting effects of *Nfil3* deletion, and possibly injured neurons *in vivo* are not able to sufficiently activate CREB target genes long enough to benefit from the absence of feed-forward repression by NFIL3. In that case, *Nfil3* deletion together with constitutive activation of CREB might help to improve regenerative axon growth. Secondly, the cellular and extracellular environment *in vivo* is very different from the *in vitro* situation. There may be many factors that interact with regenerating axons and change the gene expression response in injured DRG neurons such that the gene network state changes and the beneficial effects of *Nfil3* deletion cannot be expressed.

Taken together our data show that removal of the transcriptional repressor NFIL3 *in vivo* does not recapitulate the regeneration promoting effects that were previously observed *in vitro*. We know that NFIL3 acts together with other transcription factors, including CREB and C/EBPs, in a gene regulatory network that controls the expression of several regeneration-associated genes [12]. Apparently removal of NFIL3 *in vitro* is sufficient to alter the state of this network, whereas *in vivo* network control is more complex and more robust against external manipulation. On a more general note our data also indicate that *in vitro* data on the transcriptional regulation of axon growth may be difficult to translate to therapeutic intervention strategies for promoting neuronal regeneration *in vivo*.

## Supporting Information

S1 Table List of 5489 genes that are significantly regulated due to sciatic nerve lesion at either 2 or 5 days post-lesion. (XLSX) Click here for additional data file.

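Of the 5489 genes of S1 Table, the first 1998 were held here, and all 1998 were matched by probe name. The table gives log2 values of each group relative to WT control. Values recomputed from the scanner intensities had the same sign as the table's for 1977 probes in WT day 2, 1973 in WT day 5, 1985 in KO day 2 and 1982 in KO day 5. The median absolute difference from the paper's values was between 0.0155 and 0.0167, and between 1869 and 1896 of the 1998 probes lay within 0.1. Of the alternatives, the median foreground in place of the mean came closest, with median absolute differences of 0.00166 to 0.00178 and between 1920 and 1943 probes within 0.1. For *Gap43* in WT at day 5 the paper's reported value is 2.08, equal to the recomputed one at this precision. Of the 1998 probes, 1884 passed the lesion test described above.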

How the deposited data were processed for this re-analysis (not part of the article)

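Gene expression was measured in L4 and L5 DRGs of *Nfil3* KO and wildtype (WT) mice at day 2 and day 5 after sciatic nerve lesion, with DRGs of the non-injured side as control. There were 24 samples in 6 groups of 4, on 12 Agilent 4x44K arrays of 3 slides, 2 samples per group and dye, with a different sample in each channel of an array. Samples were grouped by their titles and source names. For the sample labelled KO control replicate 4 another label field gives day 5, and it was taken as control because the paper states 4 replicates per condition.

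The authors extracted the scans with Agilent Feature Extraction, and the deposited files hold, for each spot and channel, a foreground and a background intensity without normalization, together with flags for outliers, saturation and signal over background. The deposited processed signals, which Feature Extraction made by its own background subtraction and dye correction, were used as an alternative only. Everything after that was computed here from these intensities. As the paper's methods state, the background was corrected with the Edwards method and the channels were quantile normalized. The mean foreground and median background were chosen before the data were examined, since the paper's text does not name the choice. The median foreground, an alternative, gave values closer to those of S1 Table. Control spots and spots marked as outliers in a channel were left out, which left 417 probe values missing, spots of a probe were averaged, and the values were put on a log2 scale.

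R 4.3.3 was used with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. A model with 1 mean per group was fitted with lmFit and eBayes to all 24 samples, and contrasts were tested for the lesion, for KO minus WT and for the time*genotype interaction. The threshold was a Benjamini-Hochberg adjusted p of 0.05 over 41174 probes, and genes were counted by gene name (27398 names). For single genes the probe with the highest mean stood for the gene. Where a probe was well above background in no sample of 1 of the groups compared, the fold change is given as a bound, from the mean of the brighter group and, for each array of the other, the lowest signal well above background or the probe's own signal, whichever was higher. Where this held for both groups, or most samples of the brighter group were also not well above background, no fold change is given. The *Nfil3* difference in control DRGs with samples left out is also given as measured, and tests were run on the measured values throughout. Lists were tested with camera at a preset correlation of 0.01 and with fry, and genes within 1 Mb of *Nfil3* were compared with genes elsewhere by a two-sided Fisher's exact test. Probe positions are those of the array annotation in mm9 (40482 probes). A RefSeq table of GRCm38.p6 was used only for gene names and neighbours.

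The genes named in the text were set before the data were examined, by this rule: *Nfil3*, *Creb1* and *Gapdh*, the genes of Fig. 5b and of Table 1, the 3 highest and 3 lowest lesion changes in WT at each time point among genes past the threshold whose lesion samples all lie on the same side of all controls, the 5 smallest p-values for the interaction and for KO minus WT, genes near *Nfil3* that pass, and marker genes of sex. Other genes are named where a count is small or a test is described, and were chosen after their values were seen. *Creb1* and *Gapdh* differed by 0.08 and -0.02 between KO and WT over all time points.

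Depth on these arrays is the signal over background. Between 54.5% and 72.3% of probes were marked as well above background in a sample, and no spot was saturated. Outlier marks covered 0.106% to 0.835% of the spots. The scripts were tested on simulated data with 200 changed probes among 40895. The changed probes were drawn from those well above background in all 24 samples, and the noise was independent between samples. With no change simulated, 1 probe was called for the lesion, 0 for the interaction and 0 for KO minus WT.

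The alternatives were the background correction (none, normexp with an offset of 50, Feature Extraction's processed signals scaled to the 75th percentile), median foreground, loess with Aquantile normalization, outlier spots kept, a filter for probes well above background in at least 4 samples (29805 probes), probes averaged or counted in place of genes, dye as a covariate, slide or replicate number as a block, array as a random block, an intensity trend in eBayes, a time course test in the style of SAM, each sample left out in turn and, added after seeing the data, the array partner as a block (whether both samples of an array are of the same time point). The SAMR, globaltest, oPOSSUM and gene ontology analyses of the paper and the published DRG data it compares with were not analysed here, and neither was the part of S1 Table beyond its first 1998 genes.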

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

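Each test in this part was chosen only after the result was seen. Of 72 groups of 4 samples that were examined, 3 held a sample far from the others, which is about what chance gives, since chance marks about 1 in 20 groups.

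The second *Nfil3* probe, A_51_P111492, had a log2 intensity of 7.41 in WT control replicate 3, against 7.91 to 7.97 in the other 3 WT controls. A lower *Nfil3* level in this sample would lower the other probe too. That probe had 8.51 there, within the range of the other WT controls (8.44 to 9.01), which argues against a lower level. A fault of the spot stays open, and no biological explanation was tested.

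The *Pax6* probe A_52_P565559 had 3.83 in WT control replicate 4, against 3.57 to 3.61 in the other WT controls. The probe was well above background in no sample. A higher signal of all dim probes in this sample was weighed: the median log2 intensity of 7743 probes well above background in no sample was 3.08 there, and 2.96, 2.97 and 3.08 in WT control replicates 1, 2 and 3. The test leaves this open, because WT control replicate 3 has the same median without the raised *Pax6* value, and the 2 medians differ by less than their rounding.

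In KO day 2 replicate 2, 69.7% of probes were well above background, against 61.5% to 62.2% in the other 3 samples of the group. The dye was weighed as the source. The other 11 Cy3 samples had 61.5% to 72.3% with a median of 69.3%, so the value is usual for Cy3, and the value is consistent with an effect of dye. KO day 2 replicate 1, also Cy3, had the lowest value of that dye, which dye alone leaves unexplained. No biological explanation was tested.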

How the results depend on the processing

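Alternatives were set before the data were examined, except those for *Auh*, *Gap43*, *Arg1* and *Sprr1a* as single results and the array partner as a block, which were chosen after seeing the data. The cause was not tested for any change below unless one is given.

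Genes regulated by the lesion stayed within 1.5 times of 8024 under 16 alternatives (6445 to 10390) and with each sample left out (7161 to 8374). The same held at day 2 (5432 to 8716, 6132 to 7633), at day 5 (5679 to 9155, 6449 to 7191) and for WT day 5 (3390 to 5797, 3289 to 4460). Of 20 genes of Fig. 5b, 17 to 19 passed the lesion test and 0 the interaction under each alternative set before the data were examined. With the array partner as a block (whether both samples of an array are of the same time point), 5534 genes passed for the lesion, 2617 at day 2, 5126 at day 5, 3694 for WT day 5 and 16 of Fig. 5b. By construction this compares the time points only over the samples whose partner is of another time point, so fewer samples. Its controls are those that share an array with a lesioned sample, so these counts are not corrected for the array partner. The gene counts for KO against WT were 0, 4 and 4 in control, day 2 and day 5 samples and 3 over all time points, and 0 for the interaction. The gene count near *Nfil3* stayed at 1 under 14 alternatives and each left-out sample. Immune cell marker genes kept their direction (-0.125 to -0.073, left-out samples -0.135 to -0.070).

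For KO against WT the counts were small and moved more. At day 2 (4 genes), eBayes with an intensity trend, no background correction and normexp gave 2 and processed signals gave 1, while dye as a covariate with array as a random block gave 6, which is 1.5 times the count. *Slfn5*, well above background in 17 of 24 samples, was not among the 4 genes but passed at day 2 with median foreground, loess and Aquantile, only probes well above background, dye as a covariate, and dye with array as a random block. With each sample left out it ranged from 1 to 6, with 1 without KO day 2 replicate 2 or WT day 2 replicate 1. At day 5 (4 genes), the count was 2 with the trend, loess and Aquantile, median foreground, no background correction, normexp, only probes well above background or probes of a gene averaged, 1 with processed signals and 6 with dye and array as a random block. The filter on dim probes removes *Il12b* and *Apob*, which accounts for its count. With each sample left out the day 5 count ranged from 1 to 5, with 1 without KO day 5 replicate 3 or WT day 5 replicate 1 and 2 without KO day 5 replicate 1, KO day 5 replicate 4 or WT day 5 replicate 4. In control DRGs (0 genes in limma, 712 at unadjusted p under 0.05), no background correction and normexp gave 1, *Nfil3*. With samples left out it ranged from 0 to 2, with 2 without WT control replicate 2 and 1 without KO control replicate 3, KO control replicate 4, WT control replicate 1 or WT day 2 replicate 1. Over all time points (2 genes), averaging the probes of a gene gave 1, dye and array as a random block gave 3, and left-out samples gave 2 to 4, with 4 without KO control replicate 3. Over all time points *Auh* passed under 13 alternatives and with each sample left out, but not with the probes of a gene averaged. At a single time point it was lost at both days with processed signals and with probes averaged and at day 5 with median foreground. It was also lost at day 2 without any 1 of the KO day 2 samples or WT day 2 replicate 1, 2 or 4, and at day 5 without any 1 of the KO day 5 samples or WT day 5 replicate 1, 2 or 4. With samples left out, C130070B15Rik passed at day 2 in 22 of 24 fits and AK053534 in 9, and *Il12b* passed at day 5 in 19 and *Apob* in 18.

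The interaction count was 0 in limma (912 genes at unadjusted p under 0.05). Normexp gave 1, *Nfil3*, the time course test in the style of SAM gave 1, NAP057224-1, and left-out samples gave 0 to 1, with 1, *Pbk*, without WT control replicate 1. For the Table 1 genes adjusted over the list alone, no background correction and normexp gave 1. Since no probe passed the interaction, the share of such probes well above background has no value.

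*Nfil3* KO minus WT kept its sign throughout. Normexp moved it most at each time point, to -2.12, -3.93 and -4.36 in control, day 2 and day 5 samples. In control DRGs it passed with normexp and with no background correction (-2.41), and left-out samples gave -4.95 to -3.40, passing without KO control replicate 4. That left-out value, -4.95, is the measured difference, but the 3 remaining KO controls were not well above background. The level was therefore at least 28.4-fold lower in KO on the brighter probe and at least 15.2-fold lower on the second. At day 2 processed signals gave -6.81, no longer past the threshold, and left-out samples -6.36 to -5.30, not passing without KO day 2 replicate 2 (-5.67) or WT day 2 replicate 1 (-5.87). At day 5 processed signals gave -7.23, no longer past the threshold. These values are those of the brighter probe. *Nfil3* stayed among the genes passing in each of these day 2 and day 5 fits, by its second probe.

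The median of the circadian genes, -0.018, changed sign with the mean of all probes (0.0033) and with slide as a block (0.026), and left-out samples gave -0.038 to 0.051. Over all time points KO minus WT of *Gap43* was -0.078 and 0.065 with slide as a block, and that of *Sprr1a* was -0.28, with left-out samples from -0.70 to 0.10, positive only without WT control replicate 4. None of these differences passed a threshold. The rise of *Arg1* in WT at day 2, 0.90, no longer passed with slide as a block (0.87), with the array partner as a block (0.78) or without WT control replicate 1 (0.75), 3 (0.95) or 4 (0.87), or WT day 2 replicate 1 (0.89), 2 (0.88) or 4 (0.82). At day 5, 0.71, it passed with dye and array block (0.72), with processed signals (1.47) and without KO day 2 replicate 3. The size of the *Arg1* rise at day 2 was 0.26 with normexp, 0.34 without background correction and 1.68 with processed signals. At day 5 it was 0.20 with normexp and 0.27 without background correction.

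Olfactory receptor probes well above background in at least 1 sample were 39.4%, but 15.9% for at least 12 of 24 samples and 90.8% by the flag for a signal positive and significant against background, so this share rests on the definition. Signal over background also limits single probes: among 11369 probes well above background in 0 to 3 samples the median spread between replicates was 0.949, and among 21643 probes well above background in all 24 it was 0.190.

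Replicate numbers do not pair the samples. Deviations of same-numbered samples had a mean correlation of 0.05 over 60 pairs, with 27 over 0.1 and the lowest at -0.585, and the labels name no shared animal or day. With the replicate number as a block the lesion count was 8408 and the KO against WT count at day 5 was 2, and *Slfn5* passed at day 2. Slide and array did go with the deviations. The mean correlation was 0.372 over 12 pairs on the same array (11 over 0.1), 0.290 over 32 pairs of the same dye on different arrays of a slide (26 over 0.1) and -0.084 over 88 pairs of the same dye on different slides. Slides are not balanced for genotype, with 3 WT and 5 KO samples on slides 1 and 2 and 6 WT and 2 KO samples on slide 3. With slide as a block 9159 genes passed for the lesion, 3 for KO against WT at day 2, 4 at day 5, 0 in control DRGs, 2 over all time points and 0 for the interaction.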

Differences from the paper's values

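All values in this part come from tests set before the data were examined, except the comparison of S1 Table across alternatives and the array partner as a block, which were chosen after the values were seen. The paper reports 59 genes with differential regulation between KO and WT mice, and 0 genes passed the time*genotype interaction in limma here (912 at unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times of the paper's count: they gave 0 to 1 genes, and leaving out each sample in turn gave 0 to 1. Normexp background correction called *Nfil3*, which Fig. 6a lists. The time course test in the style of SAM called NAP057224-1. It joined samples by replicate number, which does not pair them, so it is a weak stand-in for SAMR. The paper used SAMR itself, which was not used here.

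For the lesion, the paper's count of 5489 genes and the count here, 8024, differ by less than 1.5 times. Several alternatives go beyond that, up to 10390 when probes are counted. With the array partner as a block, chosen after seeing the values, 5534 genes passed, but 532 of the 1998 probes of S1 Table held here did not, against 114 without the block.

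The paper states that each of the 20 genes of Fig. 5b is strongly regulated by the lesion. Here 18 of 20 passed the lesion test with the brightest probe, and *Csrp3* (limma adjusted p = 0.131) and *Prlr* (adjusted p = 0.909) did not, although 2 other *Prlr* probes passed. With median foreground, no background correction, normexp or processed signals 19 of 20 passed. The paper describes *Pax6* as upregulated in KO mice. Fig. 6a shows it higher in KO at day 0 and lower at day 5. Here its 3 probes were well above background in no sample, so no direction is given, and none passed the interaction. At day 5 probe A_51_P489935 lay between 0.63 and 4.08 on the log2 scale in WT and between 0.23 and 2.11 in KO samples. The paper lists the genes of Table 1 among those differing between the genotypes, and here 0 of the 21 found on the array passed the interaction in limma, with 1 of their 41 probes at an unadjusted p under 0.05. Without background correction or with normexp 1 of the 21 genes passed over the list alone.

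For the 1998 probes of S1 Table held here, the median absolute difference from the paper's log2 values was 0.0155 to 0.0167 with the mean foreground and 0.00166 to 0.00178 with the median foreground, which was set as an alternative before the data were examined and came closer than any other alternative in each group. It is the setting under which the values here lie nearest to the paper's, and the paper's text does not name the choice. With the median foreground the number of genes regulated by the lesion was 7861 and the interaction still had 0 genes, and KO against WT gave 4 genes at day 2 and 2 at day 5.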

Other observations

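The tests of splits, of samples sharing an array, of the sample labelled KO control replicate 4 and of dim probes were chosen only after the results were seen, as were the explanations weighed for *Auh* and the lists. The comparison of genes near *Nfil3* and the list tests themselves were set before the data were examined.

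Lesion-induced genes were higher in some control samples than in others. For 41 probes of 37 genes with changes over 3 on the log2 scale at both time points, the mean was 5.52 to 6.07 in the 4 controls that share an array with a lesioned sample and 5.11 to 5.31 in the 4 that share one with another control (difference 0.65, two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow, adjusted 0.0357 over 5 tests). *Sprr1a* had 8.15 to 11.68 and 5.48 to 6.12 (difference 4.37, exact p = 0.0286, adjusted 0.0357). A candidate explanation is signal from the other sample on the array. The median share of the partner's intensity needed was 1.59% to 1.98% over these probes, with quartiles from -0.305% to 4.35%, but *Sprr1a* would need 3.67% to 6.14%, so no single share for all probes gives these values, and the explanation stays open. If it holds, lesion changes would be understated. Against the 2 WT controls with control partners *Sprr1a* changed by 7.70 at day 2 and 9.50 at day 5. With all controls it changed by 5.44 and 7.24, and with the array partner as a block by 3.06 and 5.08. The block sets lesioned samples only against controls that share an array with one, so its values are not corrected for the partner. For *Gap43* the changes in the same order were 1.42 and 2.12, 1.37 and 2.08, and 1.21 and 2.08. A response of the contralateral DRGs to the lesion was not excluded. *Nfil3* in KO mice, which no such response restores, bears on it, but its relation to the array partner over the 12 KO samples did not reach the threshold (exact p = 0.0606).

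Residual *Nfil3* signal in KO samples was examined the same way. The first test took all 12 KO samples and compared the 4 that share an array with a lesioned WT sample with the other 8 (difference 1.74, two-sided exact permutation p = 0.0606). After that value was seen, the test was run again without the sample labelled KO control replicate 4 (exact p = 0.0030, adjusted 0.0152), which leaves out a sample because of its own *Nfil3* value, and then on the 8 lesioned KO samples (5.30 to 6.23 against 2.82 to 4.14, the latter not well above background, exact p = 0.0286, adjusted 0.0357). The later 2 choices followed the first result and carry less weight, so signal from the array partner stays open as the source of the residual signal.

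The sample labelled KO control replicate 4 had an *Nfil3* log2 intensity of 7.59 on one probe and 6.70 on the other. Its array partner had 3.40, which argues against signal from the other sample on the array. RNA of lesioned WT DRGs at the share needed (12.1% of day 2 or 9.21% of day 5) would raise the lesion-induced probes to 7.27 or 7.31, but they had 5.99, lower by at least 1.28 (difference -1.28), with all 41 probes below the prediction. A day 5 sample under a control label would lie at 9.70 to 9.97, against 5.99. RNA of WT control DRGs or a heterozygous animal stay open and cannot be told apart: the level was 47.9% of WT control on one probe and 46.7% on the other, and no gene passed between KO and WT in control DRGs that a test of this sample could use.

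*Auh* was higher in KO mice, by 0.49 over all time points (standard error 0.06, limma adjusted p = 5.30e-04), with 0.19 in control, 0.65 at day 2 and 0.63 at day 5. With its probes averaged it did not pass. Its probe A_51_P372473 lies on chromosome 13 from 52930653 to 52930712 in mm9, and in GRCm38.p6 *Auh* neighbours *Nfil3*. The 2 other *Auh* probes were lower in KO, by -0.32 (A_52_P4095) and -0.38 (A_52_P107290), and did not pass. The values of A_52_P4095 followed the slide, with 6.56 to 7.20 on slide 3 and 4.46 to 5.94 on slides 1 and 2. Slide 3 holds 6 WT and 2 KO samples, so the sign of this probe cannot be set apart from the slide. Of 10 genes within 1 Mb of *Nfil3* 1 passed, against 0 of 26783 elsewhere (two-sided Fisher's exact p = 3.73e-04). This rests on *Auh* alone. An effect of the deletion on a neighbouring gene and regulation by NFIL3 cannot be told apart, because both go with the genotype. A constant difference in how the probe binds the KO transcript would give the same difference at each time point. The interaction had an unadjusted p of 0.00549 but an adjusted p of 0.99998, so this may also stay open. The opposite sign of A_52_P107290 leaves it so, while that of A_52_P4095 carries no weight.

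A pair of lists was tested on KO minus WT over all time points. For 19 circadian genes, all of them well above background in at least 4 samples, the median was -0.018 and the mean 0.0037 (camera p = 0.685, fry p = 0.622, n = 12 samples per genotype). Adjusted over the list alone 0 of the 19 passed. With members in both directions this decides nothing about a shift of clock genes. With *Nfil3* in the list the median was -0.025 (camera p = 0.338, n = 12). For 18 immune cell marker genes, 17 of them well above background in at least 4 samples, the median was -0.094 and 16 were lower in KO (camera p = 1.40e-04, adjusted 2.80e-04, n = 12). With an estimated correlation of 0.158 camera gave p = 0.0457 (n = 12), and fry gave p = 0.0749, so the call does not hold under fry. Of the 18 genes 0 passed over all probes and 1 passed adjusted over the list alone, *Gzma*, named after its values were seen (-0.72 on the log2 scale, limma adjusted p = 0.0145 over the list alone and 0.941 over all probes). It was well above background in 8 of 24 samples, 2 of 4 in each WT group, 1 of 4 KO control, 0 of 4 KO day 2 and 1 of 4 KO day 5 samples. Fewer immune cells in KO DRGs cannot be told apart from correlated variation between samples.

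Large interaction estimates were found mostly on dim probes. Among probes well above background in 0 to 3 samples 24.9% had a day 5 interaction estimate over 1 in size, against 0.0832% of probes well above background in all 24. This is consistent with noise of signals near background.

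Other splits of the samples were refitted on 40895 probes. For the lesion, day 2 and day 5 counts, 1 of 100 splits of the days within each genotype, the real one, gave a count as large, and for WT day 5 1 of 35 splits, so chance can be excluded. For KO against WT at day 5 it was 1 of 35 splits. For the gene near *Nfil3* it was 2 of 100 splits, so chance can be excluded at a share of 0.05. It cannot be excluded for the count of genes between KO and WT at day 2 (4 of 35 splits), for their count over all time points (5 of 100 splits), for the circadian genes (65 of 100 splits) or for the immune cell marker genes (27 of 100 splits). The shares for counts concern the number of genes and not single genes such as *Nfil3* or *Auh*. For counts of 0, every split is as large: 35 of 35 splits for KO against WT in control DRGs, 100 of 100 splits for the interaction and 100 of 100 splits for the Table 1 genes.

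Some of these splits follow a technical variable. At day 2 the largest count, 2000 genes against 3 for the real split, came from 1 of the 35 splits, and its members, looked up after the count was seen, are the 4 samples that share an array with another day 2 sample against the 4 whose array partner is of another time point. Each side holds 2 WT and 2 KO samples. The next largest, 11 genes, was the split by dye, and the split by slide called 2. In control DRGs the split by array partner gave the largest count too, 5 genes, and at day 5 it called 1. Of the 100 splits for the interaction, 3 called over 100 genes, up to 485, and all 3 part the day 2 samples by array partner, as do 2 of the 3 splits with over 100 genes over all time points. The highest there, 543, does not. KO against WT at day 2 gave 4 genes with the array partner as a block, which was added after these values were seen, 4 with array as a random block, 4 with dye as a covariate and 3 with slide as a block. The cause of the difference by array partner at day 2 was not tested.

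The Y-linked genes *Ddx3y* and *Eif2s3y* were well above background in all 24 samples on their brightest probes, and *Xist* on 3 of its 4 probes in none.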
